# Expression, not sequence, distinguishes miR-238 from its miR-239ab sister miRNAs in promoting longevity in *Caenorhabditis elegans*

**DOI:** 10.1371/journal.pgen.1011055

**Published:** 2023-11-27

**Authors:** Laura B. Chipman, San Luc, Ian A. Nicastro, Jesse J. Hulahan, Delaney C. Dann, Devavrat M. Bodas, Amy E. Pasquinelli

## Abstract

MicroRNAs (miRNAs) regulate gene expression by base-pairing to target sequences in messenger RNAs (mRNAs) and recruiting factors that induce translational repression and mRNA decay. In animals, nucleotides 2–8 at the 5’ end of the miRNA, called the seed region, are often necessary and sometimes sufficient for functional target interactions. MiRNAs that contain identical seed sequences are grouped into families where individual members have the potential to share targets and act redundantly. A rare exception seemed to be the miR-238/239ab family in *Caenorhabditis elegans*, as previous work indicated that loss of miR-238 reduced lifespan while deletion of the *miR-239ab* locus resulted in enhanced longevity and thermal stress resistance. Here, we re-examined these potentially opposing roles using new strains that individually disrupt each miRNA sister. We confirmed that loss of miR-238 is associated with a shortened lifespan but could detect no longevity or stress phenotypes in animals lacking miR-239a or miR-239b, individually or in combination. Additionally, dozens of genes were mis-regulated in *miR-238* mutants but almost no gene expression changes were detected in either *miR-239a* or *miR-239b* mutants compared to wild type animals. We present evidence that the lack of redundancy between *miR-238* and *miR-239ab* is independent of their sequence differences; miR-239a or miR-239b could substitute for the longevity role of miR-238 when expressed from the *miR-238* locus. Altogether, these studies disqualify miR-239ab as negative regulators of aging and demonstrate that expression, not sequence, dictates the specific role of miR-238 in promoting longevity.

## Author summary

MicroRNAs (miRNAs) are tiny non-coding RNAs that function in diverse biological pathways. To exert their regulatory influence, miRNAs bind to specific target RNAs through partial base-pairing. A critical aspect of this miRNA-target engagement is the seed sequence, nucleotides 2–8 of the miRNA. MiRNAs that share seed sequences are grouped into families and presumed to have similar functions. Yet, other factors, such as non-seed sequences in the miRNA and its expression level, can also contribute to target regulation and result in distinct roles for miRNAs within a family. To better understand how miRNA family members can have specific functions, we focused on miR-238 and its sisters, miR-239a and miR-239b, because these miRNAs had previously been reported to play opposing longevity roles in the nematode *C*. *elegans*. Using new genetic tools, we found that loss of miR-238 alone leads to the misregulation of many genes and a reduced lifespan. However, the lack of miR-239a, miR-239b, or both sisters had almost no effect on gene expression or longevity compared to wild type animals. Strikingly, though, miR-239a or miR-239b could substitute for the aging role of miR-238 when expressed from the miR-238 locus. Thus, expression, not sequence, is the predominant distinguishing feature of mir-238 that bestows upon it a role in aging not shared with the other family members.

## Introduction

MicroRNAs (miRNAs) are small, ~22 nucleotide (nt), RNA regulators that post-transcriptionally repress target RNAs in a sequence dependent manner [1–3]. Most metazoan miRNAs are transcribed into long primary miRNAs (pri-miRNAs) by RNA Pol II with a stem-loop structure that is recognized and processed into a ~60 nt precursor miRNA (pre-miRNA) [4,5]. Dicer cuts both strands of the pre-miRNA stem-loop structure, leaving a miRNA duplex where one strand will be degraded and the other bound by an Argonaute (AGO) protein [2,6]. Once a miRNA is loaded into AGO, it forms the core of the miRNA induced silencing complex (miRISC), which induces translational inhibition and decay of the target RNA [2]. While animal miRNAs typically use partial base-pairing to engage a target sequence, perfect complementarity with miRNA nucleotides 2–8, called the “seed”, is a predominant feature of target recognition [2,7]. Structural studies have revealed that the nucleotides available for initial target recognition and base-pairing are limited to the seed region in miRNAs bound by Argonaute [8,9]. Due to the importance of the miRNA seed sequence in targeting as well as being the most evolutionarily conserved region, miRNAs that share a seed sequence are grouped into families [2]. Given the reliance of targeting on the seed sequence, it is often assumed that miRNA family members function redundantly. This idea is supported by numerous studies showing that loss of entire miRNA families, and not individual members, is often required for phenotypic consequences [10–13].

Yet, recent work has highlighted that sequences beyond the seed, as well as miRNA expression levels, can also play roles in determining functional miRNA-target interactions [2,14]. High-throughput capture assays of miRNA-target complexes have revealed a high frequency of interactions with partial or poor seed matches between the miRNA and its target RNA, some with extensive base-pairing to the 3’ end of the miRNA [15–19]. Biochemical and structural studies have shown that increased 3’ end pairing can strengthen miRNA repression by increasing miRNA-target affinity [20–23]. As well, *in vivo* studies in *C*. *elegans* have shown that pairing of the 3’ region of the miRNA can facilitate miRNA-target interactions and confer target specificity among miRNA family members who share their seed sequence but differ in their 3’ ends [15,24–26]. Furthermore, increases in miRNA concentration can sometimes compensate for suboptimal pairing architectures [24]. At the same time, there is evidence that sequences in the 3’ half of some miRNAs are irrelevant for *in vivo* functions [12,27]. Thus, the role of individual miRNA family members that differ in 3’ end sequences, expression levels, and locations can be unpredictable.

A particularly intriguing miRNA family is the miR-238/239ab family in *C*. *elegans*. The miR-238, miR-239a, and miR-239b miRNAs are identical from nucleotides 1–8 and then diverge, with maintenance of a high degree of homology between the miR-239a and miR-239b 3’ ends. Moreover, strains that lack miR-238 or miR-239ab were reported to exhibit opposite longevity phenotypes [28]. While *miR-238(-)* had a reduced lifespan, a strain deleted of *miR-239a*, *miR-239b*, and their surrounding genomic sequences (*nDf62)* showed an extended lifespan [28]. Additionally, the *nDf62* strain displayed enhanced resistance to heat and oxidative stress, whereas *miR-238* mutants were more sensitive to oxidative stress and survived at a rate comparable to that of wildtype worms in a thermal stress assay [28]. Thus, the miR-238/239ab family has been considered an unusual example of related miRNAs with opposing roles in longevity and stress pathways.

In this study, we set out to better define the contribution of the individual miR-238/239ab family members to the regulation of lifespan and thermal resistance in *C*. *elegans*. Consistent with previous work [28], we found that deletion of *miR-238* alone resulted in a shortened lifespan. However, neither individual nor combined loss of miR-239a and miR-239b produced the enhanced longevity or heat stress tolerance previously attributed to deletion of these miRNAs. The single *miR-239a* and *miR-239b* mutant strains also displayed almost no changes in gene expression compared to wildtype animals, whereas ~70 genes were mis-regulated in the *miR-238* mutants. In addition to divergence in 3’ end sequences, differences in expression could underlie the inability of miR-239ab to compensate for the loss of miR-238. Consistent with the latter possibility, we found that rescue of the reduced lifespan caused by loss of miR-238 was achieved by replacing the precursor for miR-238 with that of miR-239a or miR-239b at the endogenous *miR-238* locus. Altogether, our data reveal that the miR-238/239ab family plays a positive role in aging that is primarily reliant on expression and independent of sequence differences among the miRNAs.

## Results

### Levels of miR-238, miR-239a, or miR-239b are minimally perturbed by loss of other family members

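The gene counts analysed here carry coordinates that fit the genome build WBcel235, since 260 of the 261 miRNA genes have the same start and end there and in the RefSeq annotation of that build. In these coordinates, miR-238-3p (gene WBGene00003331) lies on chromosome III from 8867343 to 8867365 on the minus strand. miR-239a-5p (WBGene00003332) lies on chromosome X from 11792460 to 11792482 on the plus strand, and miR-239b-5p (WBGene00003333) lies on the same chromosome from 11791363 to 11791384 on the minus strand. The sequences that the small RNA reads gave at these places were UUUGUACUCCGAUGCCAUUCAGA for miR-238-3p, UUUGUACUACACAUAGGUACUGG for miR-239a-5p and UUUGUACUACACAAAAGUACUG for miR-239b-5p. From nucleotide 2 to nucleotide 8, each of them read UUGUACU. Counted from the 5′ end without gaps, miR-238-3p had the same base as miR-239a-5p at 12 of 23 positions and the same base as miR-239b-5p at 12 of 22 positions. The miR-239 sisters had the same base at 20 of 22 positions. The identical stretch at the 5′ end was 8 nt between miR-238-3p and either sister and 13 nt between the sisters.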

As members of the same miRNA family in *C*. *elegans*, the miR-238, miR-239a, and miR-239b miRNAs share their seed sequence, nucleotides 2–8, but differ to varying degrees in their 3’ ends (Fig 1A–1C). The previous deletion strain (*nDf62*) used to characterize the function of miR-239a and miR-239b removes both miRNA sisters, as well as a ncRNA and snoRNA (Fig 1A) [13]. This is unlike the *miR-238(n4112)* allele, which disrupts the *miR-238* gene and no other annotated genes in the vicinity (Fig 1B) [13]. 

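In the annotation of the gene counts, 4 genes make up this part of chromosome X. The mir-239b hairpin spans 11791302 to 11791399 on the minus strand, and the ncRNA C34E11.9 (WBGene00195666) spans 11791610 to 11791745 on the same strand. The snoRNA C34E11.20 (WBGene00219847) spans 11792115 to 11792284 on the plus strand. It lies 161 nt from the mir-239a hairpin, which spans 11792445 to 11792542 on the plus strand.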

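The mir-238 hairpin is annotated as 98 nt of chromosome III, from 8867328 to 8867425 on the minus strand. Its nearest annotated neighbours in the gene counts were mir-80 (WBGene00003308), at a distance of 1961 nt, and K01F9.2 (WBGene00010475), at a distance of 2674 nt.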

To study the contribution of the individual miRNA sisters, miR-239a and miR-239b, to aging phenotypes, we used CRISPR/Cas9 to create new, single loss of function (LOF) alleles. Due to the high sequence similarity within the mature miR-238, miR-239a, and miR-239b sequences, we targeted the pre-miRNA to disrupt miRNA processing and, thus, mature miRNA levels. Using this strategy, we made a new LOF allele for miR-239a, *miR-239a(ap439)*, two new LOF alleles for miR-239b, *miR-239b(ap432)* and *miR-239b(ap433)*, and a miR-239a and miR-239b dual LOF strain *miR-239a/b(ap435*,*ap432)* (Fig 1A). The mutations altered the predicted structures of the miRNA precursors by either inserting (*ap435*), deleting (*ap432*, ap439) or inserting and deleting (ap433) sequences within the miRNA genes (Figs 1A and S1) [29]. These disruptions prevented the accumulation of mature miRNAs, as we were unable to detect miR-239a or miR-239b in their corresponding mutant backgrounds (Fig 1D). In the dual LOF strain *miR-239a/b(ap435*,*ap432)*, miR-239a was barely detectable at levels less than 1% of WT expression, indicating that there is drastically impaired production of miR-239a from the *ap435* allele (Fig 1D). To test if these disruptions in miR-238, miR-239a, or miR-239b mature miRNA production led to altered expression of the other sisters, we examined the mature miRNA levels of each sister in *miR-238(n4112)*, *miR-239a(ap439)*, *miR-239b(ap432)* individual LOF strains as well as in the double mutant, *miR-239a/b(ap435*,*ap432)*. Little if any change was detected for any of the miRNA sisters upon deletion of one or two members of its family (Fig 1D). These results confirm that we have valid new tools to assess how loss of individual miR-238/239ab miRNA sisters contributes to aging.

**Fig 1:**
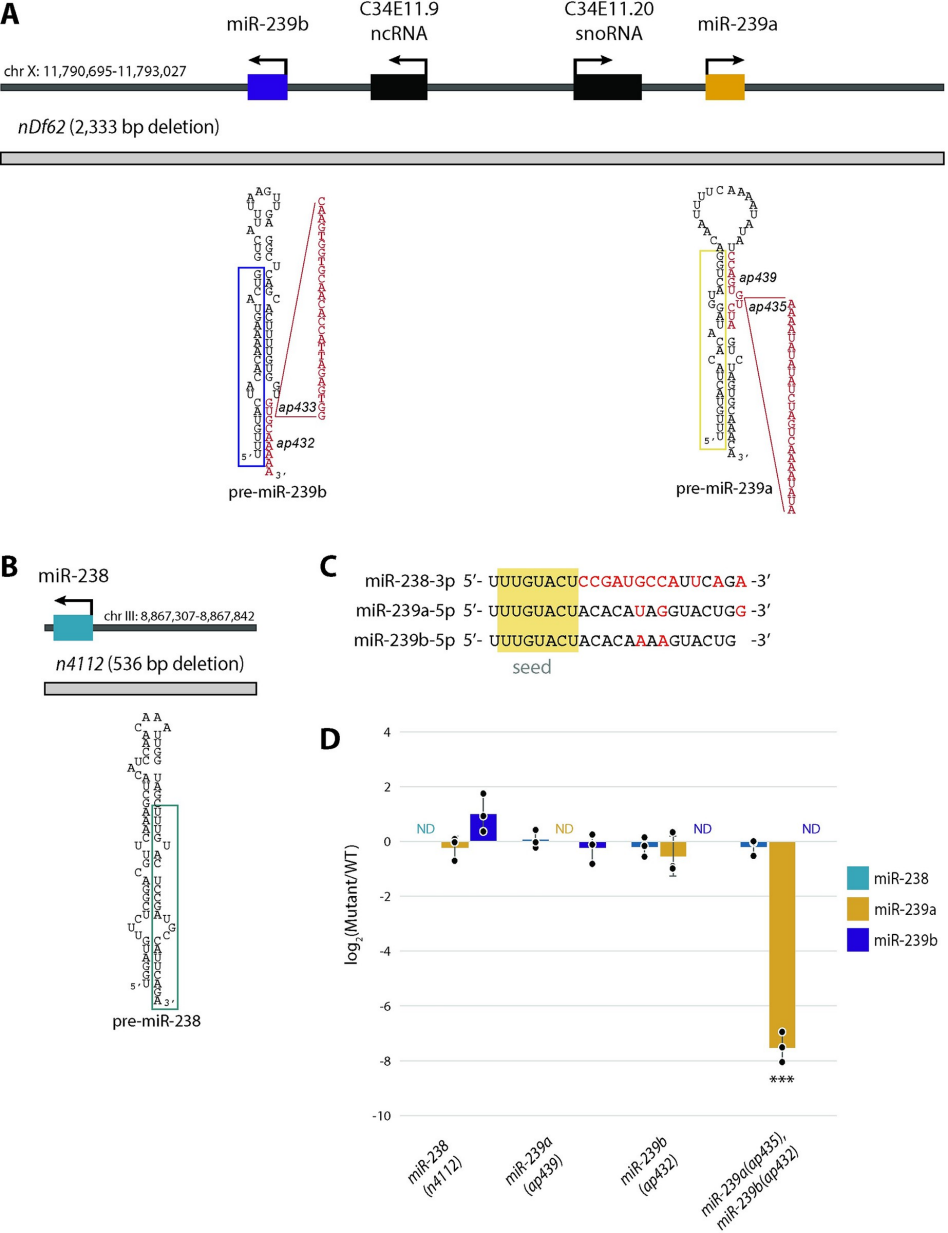
Validation of individual *miR-238*, *miR-239a*, *miR-239b* loss of function strains. (A-B) The genomic loci of *miR-239b* and *miR-239a* (A), and *miR-238* (B) with surrounding genomic features. Gene directionality is indicated with black arrows. The gray boxes mark regions deleted in the *miR-239ab (nDf62)* and *miR-238(n4112)* strains. New loss of function mutants generated in this study by CRISPR/Cas9 are indicated in red in the precursor structures; mature sequences are boxed. *miR-239b(ap432)* deletes 15 nt at the base of the 3’ arm of the stem (not all nucleotides are shown) and *miR-239b(ap433)* deletes the GCAAAAA sequence and inserts 26 nt. *miR-239a(ap439)* deletes 10 nucleotides in the 3’ arm of the stem and *miR-239a(ap435)* inserts 25 nucleotides into this region. (C) The miR-238-3p, miR-239a-5p and miR-239b-5p miRNAs share their seed sequence, nucleotides 2–8 (shaded gold), but differ in other sequences, indicated in red. (D) TaqMan RT-qPCR analysis of miR-238, miR-239a, miR-239b mature miRNA levels in WT, *miR-238(n4112)*, *miR-239a(ap439)*, *miR-239b(ap432)*, miR*-239a/b(ap435*,*ap432)* L4 stage animals. The mean from 3 independent replicates is plotted; error bars represent SDs, dots represent individual replicates, ND = Not Detected. Statistical significance assessed by student’s two-tail t-test, *** P<0.0001.

### Loss of miR-238 leads to a reduced lifespan, while loss of miR-239a or miR-239b has no effect on *C*. *elegans* lifespan

As seen in previous work, we observed that loss of *miR-238(n4112)* resulted in a reduced lifespan, implicating it as a positive regulator of longevity (Fig 2A) [28]. In contrast to the previously published extended lifespan attributed to loss of miR-239ab in the *nDf62* strain [28], individual or coupled loss of miR-239a and miR-239b did not significantly alter lifespan compared to WT (Fig 2A and 2B). Furthermore, a strain lacking expression of the entire miR-238/239ab family had a similarly reduced lifespan as loss of miR-238 alone (Fig 2A). Together, these data suggest that miR-238 plays an important role in aging adults, while miR-239a and miR-239b have no influence on lifespan.

**Fig 2:**
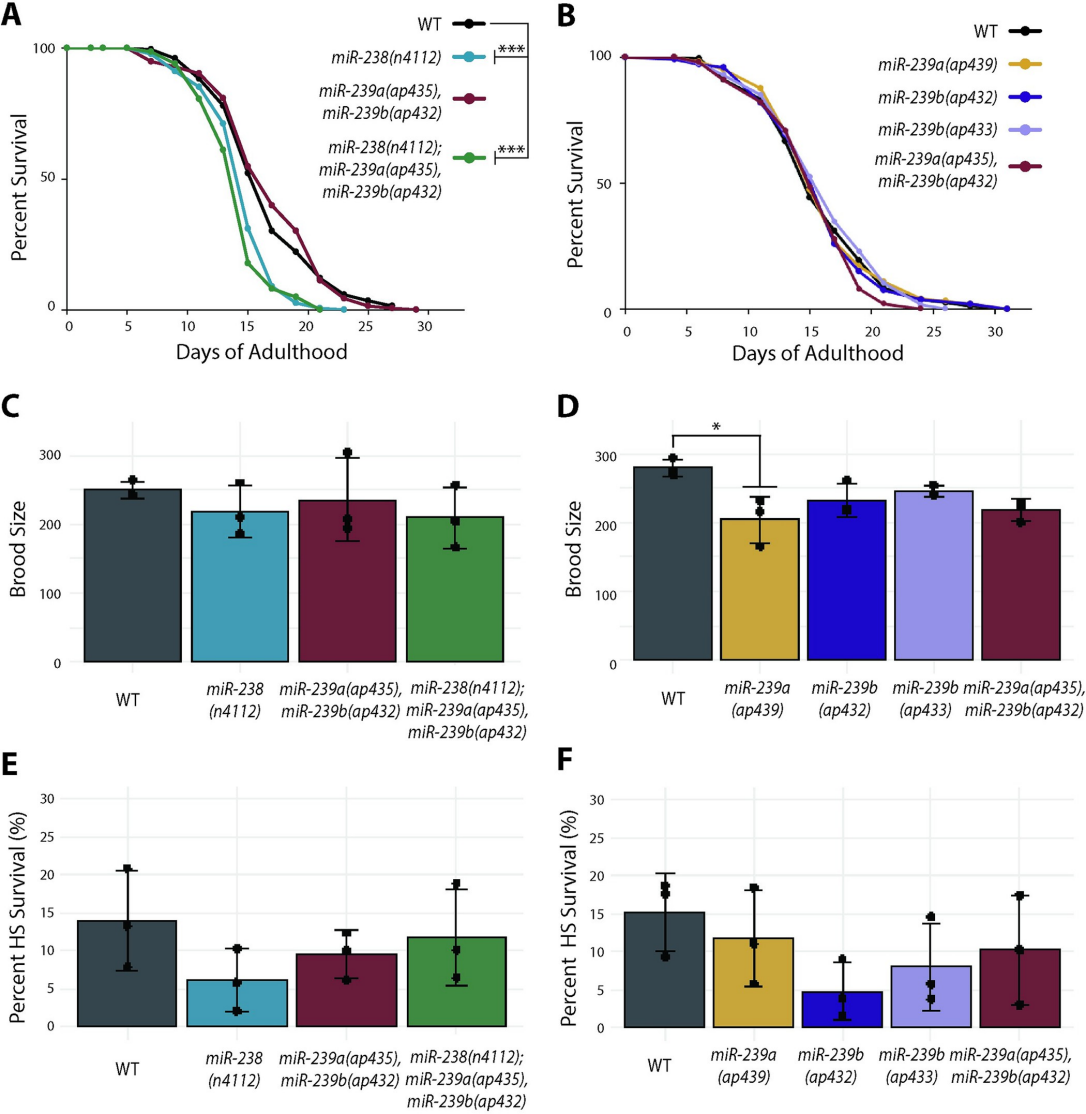
The miR-238/239a/239b sisters have distinct roles in adult *C*. *elegans*. (A) Representative survival curves for WT (black), *miR-238(n4112)* (aqua), *miR-239a/b(ap435*,*ap432)* (maroon), and *miR-238(n4112);miR-239a/b(ap435*,*ap432)* (green) that show a reduced lifespan of *miR-238(n4112)* (aqua), and *miR-238(n4112);miR-239a/b(ap435*,*ap432)* (green) compared to WT (black). *** P<0.0001 (log-rank). (B) Representative survival curves for WT (black), *miR-239a(ap439)* (gold), *miR-239b(ap432)* (purple), *miR-239b(ap433)* (light purple), *miR-239a/b(ap435*,*ap432)* (maroon). No significant difference in lifespan when compared to WT. (C-D) Results from brood size analysis. Bar graph represents mean of three biological replicates, individual replicate data are indicated with black dots. The error bars represent SDs. (C) *MiR-238(n4112)* (aqua), *miR-239a/b(ap435*,*ap432)* (maroon), and *miR-238(n4112);miR-239a/b(ap435*,*ap432)* (green) do not have a statistically significant difference when compared to WT (black). ANOVA and the post hoc test (Tukey’s HSD). (D) *MiR-239a(ap439)* (gold), *miR-239b(ap432)* (purple), *miR-239b(ap433)* (light purple), *miR-239a/b(ap435*,*ap432)* (maroon). *P<0.05, ANOVA and the post hoc test (Tukey’s HSD). (E-F) Results from heat shock assay of day 2 adults for 15 hours at 32°C followed by recovery for 24 hours at 20°C. Bar graph represents mean of three biological replicates, individual replicate data indicated with black dots. The error bars represent SDs. (E) *MiR-238(n4112)* (aqua), *miR-239a/b(ap435*,*ap432)* (maroon), and *miR-238(n4112);miR-239a/b(ap435*,*ap432)* (green) do not have a statistically significant difference when compared to WT (black). ANOVA and the post hoc test (Tukey’s HSD). (F) *MiR-239a(ap439)* (gold), *miR-239b(ap432)* (purple), *miR-239b(ap433)* (light purple), *miR-239a/b(ap435*,*ap432)* (maroon) do not have a statistically significant difference when compared to WT (black). ANOVA and the post hoc test (Tukey’s HSD).

### The miR-238/239ab family is nonessential for fertility and heat stress recovery in early adulthood

The reduced lifespan of *miR-238(n4112)* is not apparently linked to any obvious developmental or other defects [13,28]. We also found that the loss of miR-238 or miR-239b had no significant effect on fertility, as judged by brood size analysis (Fig 2C and 2D). While the *miR-239a(ap439)* mutants produced slightly fewer progeny than WT animals, this difference was not observed in the double *miR-239a(ap435)*, *miR-239b(ap432)* or triple *miR-238(n4112); miR-239a(ap435)*, *miR-239b(ap432)* loss of function strains (Fig 2C and 2D). Overall, the miR-238/239ab family seems to have a minor, if any, role in development and fertility under typical laboratory conditions.

The miR-238/239ab family has also been reported to differentially regulate stress responses. Previously, the *miR-239a/b(nDf62)* strain was shown to have increased thermotolerance and thermoresistance in adults [28,30]. While the *miR-238(n4112)* strain did not exhibit a heat shock phenotype, it was more sensitive to oxidative stress, and, conversely, *miR-239a/b(nDf62)* animals were more resistant to this stress than WT [28]. When we attempted to recapitulate the thermotolerance assay, which subjected day 2 adults to 12hr of heat shock at 35°C [28], all animals died. However, a thermoresistance assay, where day 2 adults were exposed to 15hr of heat shock at 32°C and scored for survival after a 24hr recovery period at 20°C, resulted in survival of WT animals at levels previously observed for this assay (Fig 2E and 2F) [30]. Although all the individual and combined mutant strains trended towards lower survival rates compared to WT, there was no statistically significant difference (Fig 2E and 2F). Taken together, the miR-238/239ab family does not substantially contribute to thermoresistance, as assayed here in adult *C*. *elegans*.

### Non-overlapping sets of genes are mis-regulated upon loss of each miR-238/239ab family member

Given that miRNAs are post-transcriptional gene regulators that often induce degradation of their target mRNAs [31], we asked if similar sets of genes would be mis-regulated upon loss of each miR-238/239ab family member. 

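Poly(A) RNA from day 5 adults was sequenced in 15 libraries. They comprised 6 libraries of WT and 3 of each mutant strain, which carry a deletion in *miR-238* (*n4112*), in *miR-239a* (*ap439*) or in *miR-239b* (*ap432*). The sequencing lanes place the libraries in 2 sets, while the replicate labels of 2 *miR-239b(ap432)* libraries, 2 and 3, do not continue the numbers of their set. WT replicates 1 to 3 go with the *miR-238(n4112)* libraries, and WT replicates 4 to 6 go with the libraries of the *miR-239a* and *miR-239b* mutants, so each mutant was compared with the WT libraries of its own set. The authors had removed eggs and larvae by washing, prepared libraries with the TruSeq mRNA kit, aligned the reads with STAR and counted fragments on the exons of each gene with featureCounts. Their counting ignored the strand and left out reads that matched several places or several genes, so counts of antisense, overlapping or near-identical genes are uncertain. The counts were deposited without normalization for 46926 genes. Between 39667231 and 52122019 fragments per library were counted on genes in *miR-238(n4112)* (median 44936513) and between 38997071 and 42606008 in the WT libraries of its set (median 42247730). In the other set, the totals were 27190648 to 32596506 in *miR-239a(ap439)* (median 29583111), 22898749 to 32983216 in *miR-239b(ap432)* (median 28781495) and 30736263 to 36239145 in WT (median 34559162). In units of 1000000, the paper's methods give at least 24 reads per sample, which counts sequenced reads, while the values here rest on fragments counted on genes, of which the smallest library held 22.9.

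Counts were scaled with edgeR's TMM factors and tested with its quasi-likelihood test, which is two-sided, after genes with too few counts for a test had been removed by filterByExpr. A gene was called when its Benjamini-Hochberg adjusted p was under 0.05 and its mean normalized count was over 100, the limits that the paper applied to DESeq2. The deleted genes were looked at first. The mir-238 hairpin had 8, 6 and 1 fragments in WT replicates 1, 2 and 3 and 0 in each *miR-238(n4112)* library. Few fragments fell on hairpins in these poly(A) libraries, and the short deletions of the other strains leave most of the annotated span in place. The mir-239a hairpin had 0, 7 and 0 fragments in the *miR-239a(ap439)* libraries and 0 in each of WT replicates 4 to 6. The mir-239b hairpin had 14, 8 and 23 fragments in the *miR-239b(ap432)* libraries labelled 4, 2 and 3, and 0, 3 and 2 in WT replicates 4, 5 and 6. At this depth, these counts neither show nor exclude the deletions in mir-239a and mir-239b.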

We performed transcriptomic analysis on day 5 adult animals of the individual *miR-238*, *miR-239a*, and *miR-239b* mutants, along with WT for comparison (S1 Table). 

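The comparison of *miR-238(n4112)* with WT covered 13264 genes. No gene had an adjusted p under 0.05 in edgeR's quasi-likelihood test, where the smallest adjusted p was 0.185. At an unadjusted p under 0.05 there were 1494 genes, or 11.3% of those tested. When 1 library was left out, this share ran from 4.17% (without mutant replicate 2) to 18.9% (without WT replicate 1). In 18.0% of the genes, all 3 mutant libraries lay outside the range of the 3 WT libraries, against 10% by chance. Neither this share nor the 11.3% shows an effect of strain. Splits of the 6 libraries other than by strain gave from 27 to 4418 genes at an unadjusted p under 0.05 in edgeR's test. With DESeq2's Wald test on the same counts, 69 genes were called, 25 higher and 44 lower in the mutant. Of the other settings, the use of WT replicates 4 to 6 as the control moved the number of called genes most, to 892. These WT libraries belong to the other set, so the 892 also hold the difference between the sets. The replicate number as a block in edgeR gave 785, and whether these numbers pair the libraries was not settled. The 69 genes of Table 1 were all tested, and each had the direction that Table 1 gives. All of them had an adjusted p under 0.05 when adjusted over the list alone and none over all genes tested, and the former is not independent evidence because the list was drawn from these libraries.

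The lysozyme gene ilys-3 (WBGene00016670, chromosome IV, 2464456 to 2465443) had 347 ± 60.3 normalized counts in WT and 1639 ± 548 in the mutant (SD, n = 3), a log2 fold change of 2.24 (standard error 0.30, adjusted p = 0.185 from edgeR's quasi-likelihood test). Across the other settings, its adjusted p ranged from 2.5e-08 to 0.992. The gene oac-54 (WBGene00012323, chromosome II, 9158111 to 9159984) rose from 94.2 ± 15.7 to 375 ± 12.4 counts, with a log2 fold change of 1.99. The gene pqn-36 (WBGene00004123, chromosome X, 15409148 to 15415493) rose from 110.4 ± 10.3 to 415.7 ± 113 counts, with a log2 fold change of 1.91. Among the lower genes, ZC317.7 (WBGene00022590, chromosome V, 5468645 to 5471030) had 308 ± 46.0 counts in WT and 71.8 ± 8.36 in the mutant, and its log2 fold change was -2.10. A short gene on chromosome X, ZK380.6 (WBGene00304812, 1654446 to 1654526), had 6534 ± 4076 counts in WT and 1420 ± 456 in the mutant, and its log2 fold change of -2.20 had a standard error of 0.50. The ncRNA C36C9.10 (WBGene00219849, chromosome X, 1681752 to 1681886) had 196 ± 75.7 counts in WT and 48.2 ± 36.1 in the mutant, with a log2 fold change of -2.003 that became -2.85 without *miR-238(n4112)* replicate 1. Of the genes of Table 1 with longevity phenotypes, 5 besides spp-12 had log2 fold changes of 1.71 (gsa-1), 1.37 (T10D4.6), -1.43 (acbp-6), -1.39 (impt-1) and -1.11 (crn-5), each with an adjusted p of 0.390. Across the other settings, the log2 fold change ran from -1.65 to -0.19 for acbp-6 and from -2.61 to -0.73 for ZK380.6. For each gene named here, every mutant library lay outside the range of the WT libraries.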

In the *miR-238(n4112)* mutants, there was significant (padj < 0.05 and baseMean >100) up-regulation of 25 genes and down-regulation of 44 genes (Fig 3A and Table 1). In contrast, for the *miR-239a (ap439)* and *miR-239b(ap432)* loss of function mutants, very few genes were found to be differentially expressed compared to WT (Fig 3B and 3C). 

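In *miR-239a(ap439)*, 11844 genes were tested and 0 were called, while 158 (1.33%) had an unadjusted p under 0.05. When 1 library was left out, this share ran from 0.745% (without mutant replicate 5) to 4.21% (without WT replicate 6). The 3 mutant libraries lay outside the WT range in 7.66% of the genes, which is below the 10% that chance gives. DESeq2's test called 0 genes as well, with 1.72% of its genes at an unadjusted p under 0.05. In *miR-239b(ap432)*, 1 of 11936 genes was called, 874 (7.32%) had an unadjusted p under 0.05, and 12.4% lay outside the WT range. Splits of these 6 libraries other than by strain gave from 37 to 3223 genes at an unadjusted p under 0.05, so neither share shows an effect of strain. Here the share at an unadjusted p under 0.05 ran from 1.89% (without WT replicate 4) to 20.1% (without the mutant library labelled 3). DESeq2's test called 12 genes in this mutant, 8 higher and 4 lower. The control libraries moved this number more than any other choice, since 85 genes were called against WT replicates 1 to 3 and 0 against all 6 WT libraries. WT replicates 1 to 3 belong to the other set. Between the 2 sets of WT libraries edgeR's test called 59 genes, so the 85 also hold the difference between the sets. Without WT replicate 5, the number rose from 1 to 11.

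The called gene was the pseudogene Y102A5C.6 (WBGene00014955, chromosome V, 16929167 to 16930063), which fell from 831 ± 186 normalized counts in WT to 58.4 ± 14.7 in *miR-239b(ap432)* (SD, n = 3), a log2 fold change of -3.85 (standard error 0.32, adjusted p = 0.00198 from edgeR's quasi-likelihood test). With each library left out in turn, its adjusted p stayed between 2.0e-05 and 0.0224, and across all settings it ranged from 1.3e-37 to 0.872. The neighbouring Y102A5C.5 (WBGene00014954) and Y102A5C.36 (WBGene00044213) had log2 fold changes of -3.37 (adjusted p = 0.0769) and -2.66 (adjusted p = 0.556) in the same edgeR test. Without the mutant library labelled 2, these changes were -3.92 and -3.47. With each library left out in turn, the adjusted p of edgeR ran from 0.00174 to 0.577 for Y102A5C.5 and from 0.0195 to 0.955 for Y102A5C.36. Reads that matched several of such neighbouring copies were left out of the counts. The level of Y102A5C.6 in WT differed between the sets, with 1.72 ± 0.10 counts per 1000000 after scaling by TMM factors over all 15 libraries (CPM; SD, n = 3) in replicates 1 to 3 and 28.1 ± 5.37 in replicates 4 to 6, against 1.75 ± 0.34 in *miR-239b(ap432)*. The gene cls-3 (WBGene00013847, chromosome III, 9186558 to 9191109) had a log2 fold change of -1.11 (adjusted p = 0.618). The gene nspc-18 (WBGene00008358, chromosome X, 14527170 to 14527659), a member of a multigene family, had a log2 fold change of 1.69 (adjusted p = 0.366).

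**Figure D1:**
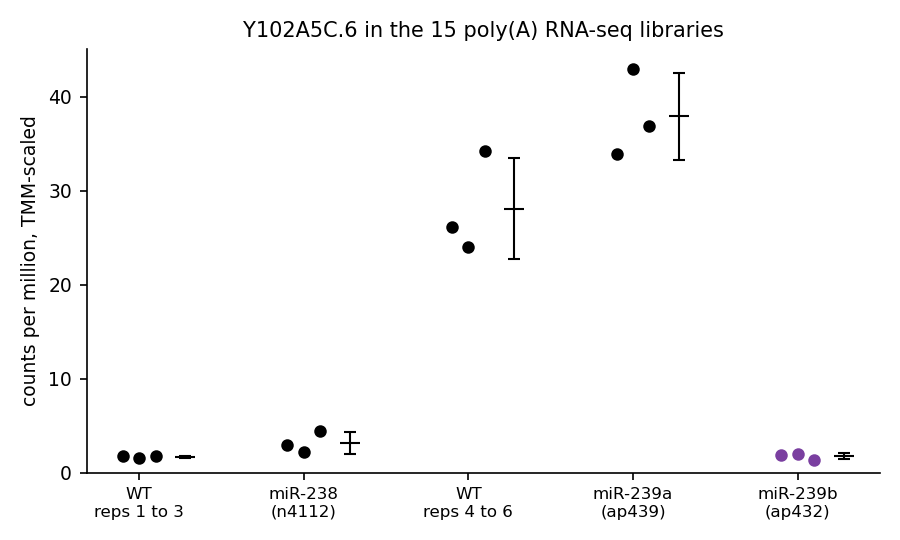
CPM of Y102A5C.6 in each poly(A) RNA-seq library, by strain and set, with the mean and SD of 3 libraries. WT replicates 1 to 3 and *miR-239b(ap432)* lie near 1.72 and 1.75, while WT replicates 4 to 6 and *miR-239a(ap439)* average 28.1 and 37.9.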

The single gene mis-regulated in the *miR-239a* mutant is *C34E11*.*20*, a snoRNA adjacent to *miR-239a* (Figs 1A and 3B). 

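The *miR-239a(ap439)* libraries held 177, 149 and 168 fragments on C34E11.20, and the other 12 libraries held between 0 and 5. This amounted to 5.59 ± 0.27 CPM (SD, n = 3). Since WT replicates 4 to 6 had at most 2 fragments each, the level in the mutant was at least 56.9-fold higher than in WT when WT is set to a floor of 3 fragments on the same TMM scale. The gene had the smallest p of the comparison (adjusted p = 0.0213 from edgeR's quasi-likelihood test), and this adjusted p ranged from 2.9e-13 to 0.202 across the other settings. Its mean of 91.1 normalized counts lay under the minimum of 100, which left it outside the called genes.

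**Figure D2:**
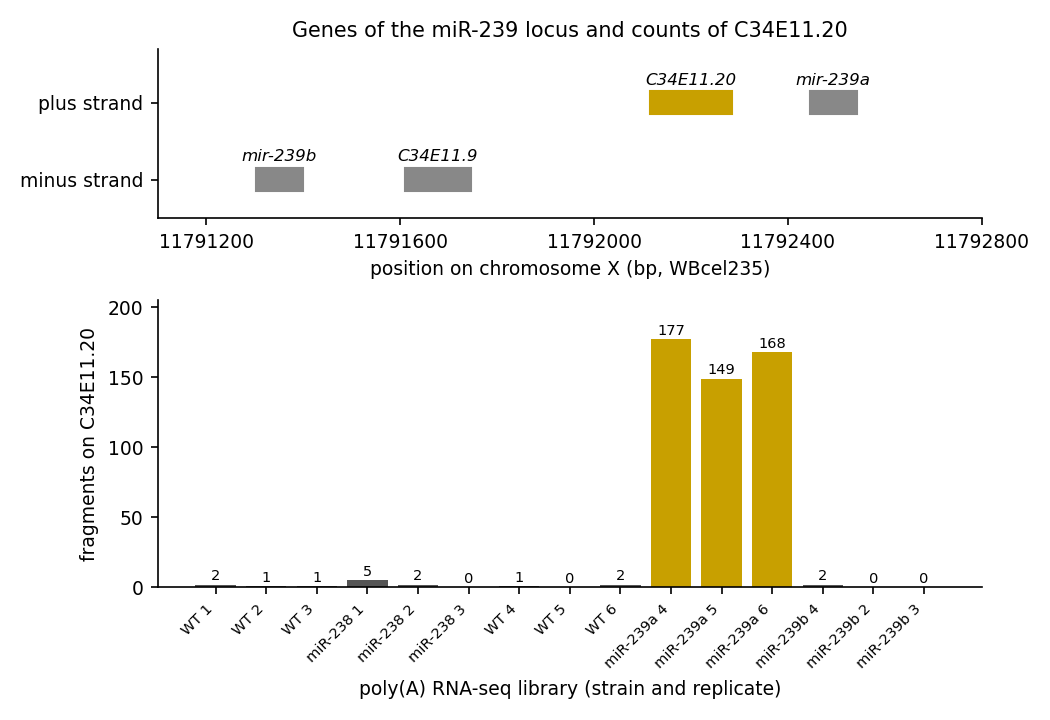
The upper part maps the genes of the miR-239 locus on chromosome X, and the lower part gives the fragments on C34E11.20 in each of the 15 poly(A) RNA-seq libraries. The 3 *miR-239a(ap439)* libraries lie between 149 and 177 fragments and each other library has at most 5.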

While the *ap439* deletion does not span the annotated *C34E11*.*20* gene locus, the genomic disruption, rather than the loss of miR-239a, is likely responsible for the altered expression of this snoRNA. None of the mis-regulated genes in the three mutant backgrounds has a miR-238/239 binding site predicted by TargetScan [32,33], suggesting that the change in mRNA levels is an indirect consequence of loss of the miRNAs. Although it is possible that the adult day 5 time point missed gene expression changes of direct targets or these miRNAs primarily cause translational repression without substantial target mRNA degradation at this time point in adulthood, the lack of over-lapping downstream effects suggests that miR-238, miR-239a and miR-239b mostly regulate different genes. Furthermore, these data reflect the lifespan phenotypes with loss of miR-238 resulting in a greater extent of gene mis-regulation and a reduced lifespan and loss of miR-239a or miR-239b having almost no effect on gene expression and longevity.

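The genes of Table 1 were followed in the other mutants. In *miR-239a(ap439)*, 29 of the 69 genes changed in the direction of Table 1, 1 had an unadjusted p under 0.05 and 4 lay outside the WT range, against 10% by chance. In *miR-239b(ap432)*, 25 of the 69 changed in that direction, 7 had an unadjusted p under 0.05 and 8 lay outside the WT range. None had an adjusted p under 0.05 in either mutant, whether over all genes or adjusted over the list alone. The 25 genes that Table 1 gives as higher had a median log2 fold change of -0.20 in *miR-239a(ap439)*, and limma's camera test, which is two-sided, placed them below the other genes with a p of 0.0162. The 44 lower genes had a median of -0.05 there, with a camera p of 0.674. In *miR-239b(ap432)*, the medians were -0.02 for the higher genes, with a camera p of 0.757, and 0.30 for the lower genes, with a camera p of 0.0643. None of the 4 sets had a p under 0.05 in fry, the rotation test of limma, where the set that camera called had a p of 0.232. Among the 10 splits of the 6 libraries, which give an exact permutation count, the real one included, 3 gave a camera p as small for the higher genes in *miR-239a(ap439)* and 9 for its lower genes, while 8 and 5 did so in *miR-239b(ap432)*. The choice of WT libraries moved these tests most. WT replicates 1 to 3 had served to select the list, and in WT replicates 4 to 6 against them 36 of the 44 lower genes were lower, with a median of -0.70, so a test against WT replicates 1 to 3 does not measure a response of these mutants. Whether the response of these genes differs between the *miR-238* and *miR-239* mutants was not tested, although each mutant has WT libraries in its own set.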

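In simulated counts with the means, depths and spread of the *miR-238(n4112)* and WT libraries, edgeR's test called 0.5% of 200 genes changed by 1 on the log2 scale and 90.5% of 200 genes changed by 2. In counts simulated on the *miR-239b(ap432)* libraries, the shares were 24.0% and 95.0%. For changes of 1, DESeq2 called 20.5% with 16 false calls in the former design and 51% with 36 false calls in the latter, where edgeR made 0 and 8 false calls. Simulated genes varied independently. In the real *miR-238(n4112)* and WT libraries, a split other than by strain called 1255 genes with edgeR, and each other split 0. These shares and false calls therefore do not carry over to the real libraries, where ilys-3, at 2.24, was not called. The coefficient of biological variation that edgeR estimated was 32.6% for *miR-238(n4112)*, 32.6% for *miR-239a(ap439)* and 29.4% for *miR-239b(ap432)*, each with WT. The paper states that the loss of miR-238 mis-regulates more genes than the loss of either miR-239 sister, as the lifespans differ, and from the lack of shared effects it proposes that the miRNAs mostly regulate different genes.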

**Fig 3:**
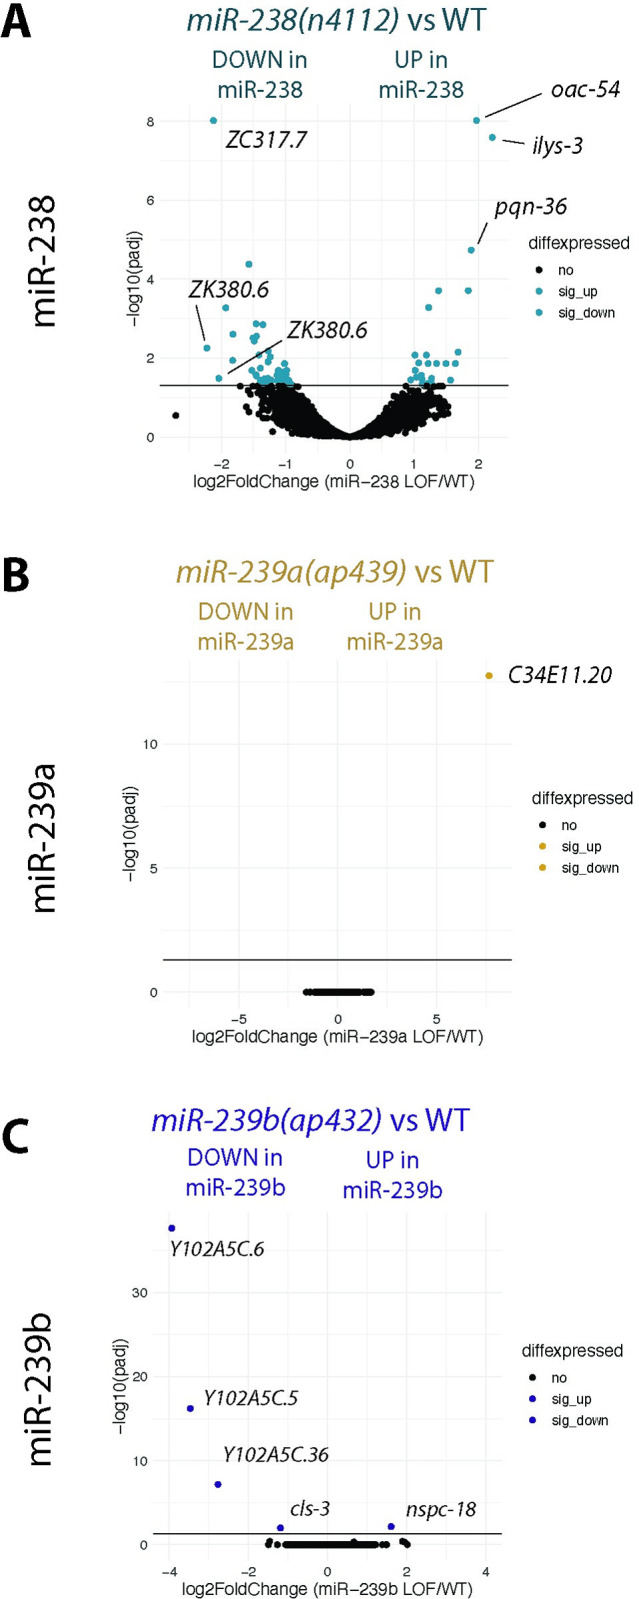
Non-overlapping sets of genes are mis-regulated upon loss of each miR-238/239ab family member. Volcano plots representing gene expression changes upon the loss of *miR-238(n4112)* (A), *miR-239a(ap439)* (B), and *miR-239b(ap432)* (C) compared to WT in day 5 adult *C*. *elegans* from three independent replicates. Colored dots (aqua for *miR-238*, gold for *miR-239a*, and purple for *miR-239b*) represent genes with a padj < 0.05 and baseMean >100. Top genes up- and down-regulated in each background are labeled.

**Table 1:** Genes significantly up- and down-regulated in miR-238(-). List of genes significantly up- and down-regulated in *miR-238(n4112)* compared to wildtype day 5 animals. Genes with previously reported longevity phenotypes and the supporting references are indicated [34–38].

Common Name	Sequence Name	log2 (FC)	Description	RNAi Longevity Phenotype	Longevity References
**ilys-3**	C45G7.3	2.22	Invertebrate LYSozyme	n/a	
**oac-54**	W07A12.6	1.97	O-ACyltransferase homolog	n/a	
**pqn-36**	F39D8.1	1.89	Prion-like-(Q/N-rich)-domain-bearing protein	n/a	
**clec-82**	Y54G2A.8	1.84	C-type LECtin	n/a	
**gsa-1**	R06A10.2	1.69	G protein, Subunit Alpha	shortened life span	Xue H et al., 2007
**zip-8**	F23F12.9	1.64	bZIP transcription factor family	n/a	
**gtl-1**	C05C12.3	1.57	Gon-Two Like (TRP subfamily)	n/a	
**myo-5**	F58G4.1	1.50	MYOsin heavy chain structural genes	n/a	
**kin-36**	T22B11.4	1.38	protein KINase	n/a	
	T10D4.6	1.35	n/a	dauer lifespan extended in *daf-2(e1370); aak-1(tm1944); aak-2(ok524)* background	Xie M & Roy R, 2012
**tag-273**	Y57G11A.1	1.29	n/a	n/a	
**acs-2**	F28F8.2	1.27	fatty Acid CoA Synthetase family	n/a	
**cht-1**	C04F6.3	1.23	CHiTinase	n/a	
	Y105C5B.3	1.22	n/a	n/a	
	F56D5.6	1.22	n/a	n/a	
**lec-2**	F52H3.7	1.19	gaLECtin	n/a	
**oac-14**	F09B9.1	1.19	O-ACyltransferase homolog	n/a	
**clik-2**	C53C9.2	1.13	CaLponIn-liKe proteins	n/a	
**cest-12**	Y75B8A.3	1.12	Carboxyl ESTerase domain containin	n/a	
**nmy-1**	F52B10.1	1.12	Non-muscle MYosin	n/a	
	C50F7.5	1.07	n/a	n/a	
	T14G8.3	1.04	n/a	n/a	
**pqn-31**	F21C10.8	1.02	Prion-like-(Q/N-rich)-domain-bearing protein	n/a	
**acp-5**	F13D11.1	1.01	ACid Phosphatase family	n/a	
**hil-3**	F22F1.1	0.95	HIstone H1 Like	n/a	
	ZK380.6	-2.23		n/a	
	ZC317.7	-2.13		n/a	
	C36C9.10	-2.04		n/a	
**grd-4**	T01B10.1	-1.93	groundhog (hedgehog-like family)	n/a	
	Y40A1A.6	-1.82		n/a	
	C06A5.12	-1.82		n/a	
**irg-4**	F08G5.6	-1.57	Infection Response Gene	n/a	
	Y73F8A.1173	-1.53		n/a	
	B0511.11	-1.51		n/a	
	F57A10.4	-1.49		n/a	
**clec-52**	B0218.8	-1.46	C-type LECtin	n/a	
**acbp-6**	Y17G7B.1	-1.46	Acyl-Coenzyme A Binding Protein	dauer lifespan extended	Xie M & Roy R, 2012
**spp-12**	T22G5.7	-1.45	SaPosin-like Protein family	shortened lifespan in *fer-15(b26);daf-2(mu150);fem-1(hc17)* background	Murphy CT et al., 2003
	F23D12.11	-1.45		n/a	
**impt-1**	Y52B11A.2	-1.42	MPacT rwd (RWD) domain containing homolog	extended lifespan	Ferraz RC et al., 2016
**tag-51**	K02F3.1	-1.40		n/a	
	C10B5.1	-1.39		n/a	
**clec-47**	T09F5.9	-1.39	C-type LECtin	n/a	
**ugtp-1**	ZK370.7	-1.35	UDP-Galactose Transporter Protein family	n/a	
	C06H5.14	-1.35		n/a	
**clec-3**	C41H7.7	-1.33	C-type LECtin	n/a	
	EEED8.13	-1.28		n/a	
	T16H12.2	-1.27		n/a	
	C16A3.2	-1.27		n/a	
	T28A11.2	-1.27		n/a	
	F54D5.4	-1.26		n/a	
	C23H5.8	-1.24		n/a	
	D1086.3	-1.22		n/a	
**crn-5**	C14A4.5	-1.13	Cell-death-Related Nuclease	extended lifespan in *eri-1(mg366)* background	Curran SP & Ruvkun G, 2007
	K08D8.5	-1.13		n/a	
**phip-1**	F36A2.8	-1.12	Protein HIstidine Phosphatase	n/a	
	C17G10.13	-1.11		n/a	
**mff-2**	F55F8.6	-1.07	Mitochondrial Fission Factor	n/a	
	ZC412.3	-1.05		n/a	
**tpk-1**	ZK637.9	-1.03	Thiamine PyrophosphoKinase	n/a	
	ZK643.2	-1.03		n/a	
**cup-15**	F42A8.3	-1.02	Coelomocyte UPtake-defective	n/a	
**bath-27**	F14D2.1	-1.02	BTB and MATH domain containing	n/a	
**adbp-1**	VW02B12L.4	-1.00	ADR-2 Binding Protein	n/a	
**lmd-1**	F43G9.2	-1.00	LysM Domain (peptidoglycan binding) protein	n/a	
	R04F11.5	-0.98		n/a	
	B0304.4	-0.97		n/a	
	EEED8.14	-0.95		n/a	
	C35E7.8	-0.92		n/a	

### Members of the miR-238/239ab miRNA family are differentially expressed

Members of the miR-238/239ab family were originally identified as potential regulators of longevity due to their increase in expression during aging [28]. 

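Small RNAs of day 5 adults were sequenced in 5 libraries each of WT and of the *alg-1(gk214)* and *alg-2(ok304)* mutants. The authors had removed adapters, collapsed identical reads and mapped reads of 15 to 30 nt to the genome with miRDeep2 and Bowtie, and they deposited each mapped read sequence with its number of reads. From these files, the reads that lay on an annotated mature miRNA on the same strand were counted once each, with up to 2 nt before its start and 5 nt after its end. The WT libraries held between 6405245 and 33586178 mapped reads (median 18526143). Between 52.4% and 86.4% of them mapped to a pair of contigs that are not chromosomes and that had been added to the genome, and these reads were left out. Of the reads on chromosomes, 55.8% to 76.4% lay on miRNAs, which made 2136922 to 5017202 reads per WT library (median 2951617). Levels are given as reads per 1000000 reads on miRNAs (RPM), with no further scaling. The raw counts of S2 Table served as a check, and in each of the 15 libraries they lay closest to the counts of the same library.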

To further study the levels of these miRNAs in adult animals, we performed small RNA transcriptomics on adult day 5 wildtype (WT) animals (S2 Table). Along with a previously generated small RNA-seq (smRNA-seq) dataset from larval stage 4 (L4) WT worms [39], we ranked the expression of miR-238, miR-239a and miR-239b relative to all other detected miRNAs (Fig 4A). From these rankings, miR-238 is the most abundantly detected family member in L4 and day 5 (Fig 4A). Additionally, miR-238 has a slight increase in ranking from L4 to day 5 (Fig 4A). Both miR-239a and miR-239b increase in ranking ~2 fold from L4 to day 5 but still are detected less frequently than miR-238 (Fig 4A). 

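Ranked by their mean RPM in the 5 WT libraries, miR-238-3p was at place 17 of 369 detected miRNAs, miR-239a-5p at place 37 and miR-239b-5p at place 40. In single libraries, the places ran from 13 to 20 for miR-238-3p, from 30 to 40 for miR-239a-5p and from 34 to 47 for miR-239b-5p. The mean level of miR-238-3p was 19017 ± 5521 RPM (SD, n = 5), or 1.90% of the reads on miRNAs. The means of its sisters were 3013 ± 771 RPM for miR-239a-5p and 2536 ± 763 RPM for miR-239b-5p. These levels rested on at least 31610 reads per library for miR-238-3p, 5485 for miR-239a-5p and 4201 for miR-239b-5p. The ranges of the sisters overlapped, and both lay below the lowest miR-238-3p library, which had 14792 RPM. The setting that moved a place most was the omission of replicate 4, which put miR-239a-5p at 33.

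**Figure D3:**
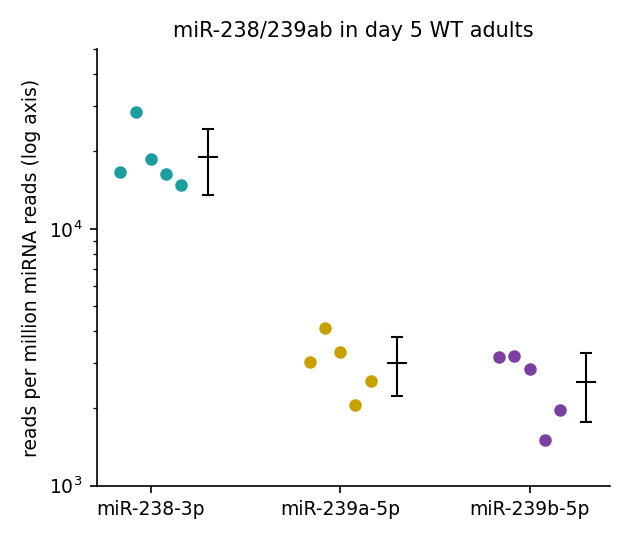
RPM of miR-238-3p, miR-239a-5p and miR-239b-5p in each of the 5 WT libraries, with the mean and SD. The libraries lie between 14792 and 28573 for miR-238-3p, between 2058 and 4099 for miR-239a-5p and between 1501 and 3206 for miR-239b-5p.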

Given that smRNA-seq can be subject to ligation bias, thus leading to uneven quantification of miRNAs of different sequences [40], we also performed absolute quantification using RNA oligo standards. These analyses indicate that miR-238 levels are approximately 6-fold higher than those of miR-239b at day 5 of adulthood (Fig 4B), a difference comparable to the small RNA-seq results (S2 Table).

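In the small RNA libraries of WT, reads of miR-238-3p outnumbered those of miR-239b-5p by 7.84 ± 2.18 (SD, n = 5), with a lowest ratio of 5.26 in replicate 1 and a highest of 10.9 in replicate 4. The ratio of miR-238-3p to miR-239a-5p was 6.37 ± 1.08, and that of miR-239a-5p to miR-239b-5p was 1.22 ± 0.16. A ratio within a library does not depend on its scaling, but ligation bias between the sequences remains in it. With each replicate left out in turn, the mean ratio of miR-238-3p to miR-239b-5p stayed between 7.07 and 8.48.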

**Fig 4:**
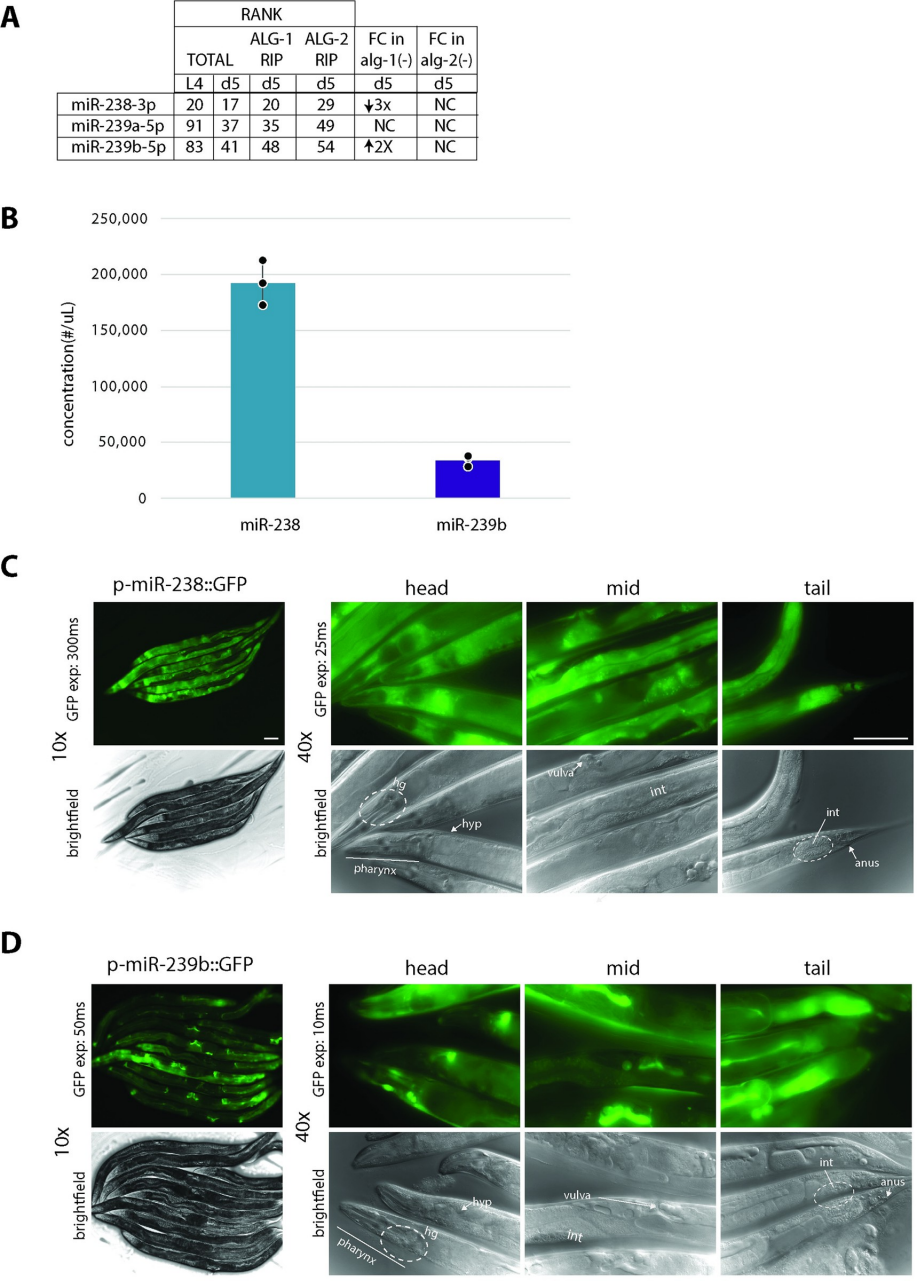
Expression differences of miR-238, miR-239a, miR-239b microRNA family members. (A) The levels of miR-238, miR-239a, and miR-239b detected in total RNA from L4 [39] and day 5 adults and in ALG-1 and ALG-2 RNA immunoprecipitates (RIP) from day 5 adults [41] are indicated by their rank compared to all other miRNAs detected with 1 being the most abundantly detected miRNA. Fold change (FC) in miRNA levels detected in day 5 *alg-1(gk214)* or *alg-2(ok304)* mutants compared to WT animals (n = 5 independent replicates of each strain, padj < 0.05 for significant FC). NC denotes no significant fold change. (B) Absolute quantification of miR-238 (aqua) and miR-239b (purple) in day 5 WT samples. Bar graph represents mean of three biological replicates, individual replicate data indicated with dots. The error bars represent SDs. (C-D) Detection of microRNA expression patterns using GFP reporters fused to miR-238 (C) and miR-239b (D) promoter sequences. GFP fluorescence (*top*) taken at 10x of the whole body (300, 50 microsecond exposure) and 40x of the head, mid-section, and tail (25, 10 microsecond exposure) with accompanying DIC images (bottom). Select anatomical features are labelled, the vulva, intestine (int), anus, hypodermis (hyp), head ganglia (hg), and pharynx, white scale bar is 10uM.

Previous studies have also noted differences in the spatial expression patterns of miR-238 and miR-239ab [28,42,43]. We made similar observations when we examined GFP expression driven by the promoters, defined as ~2kb of sequence upstream of the mature miRNA sequence, of miR-238 and miR-239b in adult day 5 animals. The _p_miR-238::GFP reporter was transcribed nearly ubiquitously, with highest levels detected in the intestine, hypodermis, and rectal glands (Fig 4C). In contrast, expression from the _p_miR-239b::GFP reporter was more concentrated in the neurons and vulval cells (Fig 4D).

We also explored the relationship of the miR-238/239ab miRNAs to the Argonaute Like Gene proteins, ALG-1 and ALG-2. It was previously reported that ALG-1 and ALG-2 have differing spatial expression patterns in aging and play opposing roles in *C*. *elegans* longevity [41]. Thus, examining how miR-238, miR-239a, and miR-239b interact with ALG-1 and ALG-2 could inform on aging roles for these three miRNAs. We ranked miRNA association with ALG-1 and ALG-2 from day 5 RNA immunoprecipitation data [41], and performed small RNA-seq in day 5 *alg-1(gk214)* and *alg-2(ok304)* mutant strains (Fig 4A and S2 Table). 

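The mutations *gk214* in *alg-1* and *ok304* in *alg-2* each remove 1 of these Argonaute proteins, which bind miRNAs. Their libraries were made, mapped and counted as those of WT. The 5 *alg-1(gk214)* libraries held between 3758912 and 21583861 mapped reads (median 13957945), of which 952247 to 3926098 lay on miRNAs (median 2610771). The 5 *alg-2(ok304)* libraries held between 3802374 and 25808508 mapped reads (median 11567479), with 1137777 to 4057114 on miRNAs (median 2886212). Reads on miRNAs made up 32.1% to 40.6% of the chromosome reads in *alg-1(gk214)* and 47.5% to 66.2% in *alg-2(ok304)*. Each mutant was compared with WT by edgeR's quasi-likelihood test with the replicate number as a block, as the authors had measured changes within replicates, over miRNAs with a mean of at least 10 RPM. A miRNA was called at an adjusted p under 0.05 and an absolute log2 fold change over 1. The immunoprecipitation data were not used here.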

All three miRNAs immunoprecipate with ALG-1 and ALG-2 at levels relatively commensurate with their levels of detection in total smRNA-seq at day 5 of adulthood (Fig 4A). Despite this proportionate association with AGOs, the miR-238, miR-239a, miR-239b miRNAs have different sensitivities to the loss of *alg-1*: compared to WT, miR-238 is ~3-fold down in *alg-1(gk214)*, while miR-239b is ~2-fold up, and there is no significant change for miR-239a (Fig 4A). 

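Of 193 miRNAs tested in *alg-1(gk214)*, 84 were called, 61 higher and 23 lower than in WT. The largest shift came with the inclusion of all miRNAs with at least 1 read, which raised the number to 146. miR-238-3p had 6597 ± 878 RPM in the mutant (SD, n = 5). Its log2 fold change was -1.50 (standard error 0.11, adjusted p = 6.8e-07 from edgeR's quasi-likelihood test), a 2.82-fold decrease that was seen in 5 of 5 replicates. miR-239b-5p had 7046 ± 3280 RPM there, with a log2 fold change of 1.39 (standard error 0.15, adjusted p = 1.2e-05), a 2.62-fold increase seen in 5 of 5 replicates. miR-239a-5p had 2798 ± 628 RPM in the mutant and a log2 fold change of -0.10 (standard error 0.11, adjusted p = 0.441), with a decrease in 3 of 5 replicates. Across the other settings, the adjusted p ranged from 2.1e-33 to 0.0354 for miR-238-3p, from 2.8e-12 to 0.00374 for miR-239b-5p and from 9.7e-07 to 0.795 for miR-239a-5p. The scaling decided the value of miR-239a-5p, since TMM factors gave a log2 fold change of -0.46 (adjusted p = 0.0023) while, of the library sizes added after the data were seen, the reads on the added contigs gave 0.31 and all reads on chromosomes gave -1.01 (adjusted p = 9.7e-07), which meets the limits of a call. With reads on chromosomes, miR-239b-5p had 0.49, under the minimum of 1. The median log2 fold change of the tested miRNAs was 0.28, and -0.09 with TMM factors.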

No significant changes in these miRNAs were detected in *alg-2(ok304)* compared to WT day 5 animals (Fig 4A). In addition to the differences in quantity and spatial expression of these miRNAs, the variable sensitivity to loss of *alg-1* further shows that the expression and/or stability of miR-238, miR-239a, and miR-239b are subject to differential regulation.

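In *alg-2(ok304)*, 182 miRNAs were tested and 28 were called, 12 higher and 16 lower than in WT. The level of miR-238-3p was 18747 ± 4089 RPM (SD, n = 5), with a log2 fold change of -0.01 (standard error 0.09, adjusted p = 0.965 from edgeR's quasi-likelihood test) and a decrease in 3 of 5 replicates. miR-239b-5p had 2435 ± 1408 RPM and a log2 fold change of -0.18 (standard error 0.17, adjusted p = 0.390), with a decrease in 4 of 5 replicates. miR-239a-5p had 4179 ± 1233 RPM and was higher than in WT in 5 of 5 replicates. Its log2 fold change of 0.46 (standard error 0.14, adjusted p = 0.0194) stayed under the minimum of 1 for a call, and with TMM factors it was 0.35 (adjusted p = 0.0843). Across the other settings, the adjusted p of miR-239a-5p ranged from 0.00511 to 0.538, that of miR-238-3p from 0.140 to 0.994 and that of miR-239b-5p from 0.0675 to 0.927.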

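The mutants were compared directly in a fit of the *alg-1(gk214)* and *alg-2(ok304)* libraries with the replicate as a block. The log2 fold change in *alg-1(gk214)* minus that in *alg-2(ok304)* was -1.49 for miR-238-3p (adjusted p = 6.5e-21 from edgeR's quasi-likelihood test), -0.56 for miR-239a-5p (adjusted p = 2.1e-05) and 1.57 for miR-239b-5p (adjusted p = 1.2e-19). The unlike responses of the miRNAs to the loss of *alg-1* were measured by their ratios, which do not depend on the scaling. The log2 ratio of miR-239b-5p to miR-238-3p rose by 2.89 ± 0.42 in *alg-1(gk214)* (SD, n = 5 pairs), that of miR-239a-5p to miR-238-3p by 1.40 ± 0.22 and that of miR-239b-5p to miR-239a-5p by 1.49 ± 0.29. Each ratio rose in 5 of 5 pairs, for which an exact sign-flip permutation test gives p = 0.0625 (two-sided), the smallest p that 5 pairs allow. In *alg-2(ok304)*, the log2 ratio of miR-239b-5p to miR-239a-5p fell by 0.64 ± 0.28, in 5 of 5 pairs (p = 0.0625 in the same exact test). There, the ratio of miR-239b-5p to miR-238-3p changed by -0.18 ± 0.54 (exact p = 0.375) and that of miR-239a-5p to miR-238-3p by 0.47 ± 0.37 (exact p = 0.125). From these sensitivities, together with the differences in quantity and spatial expression, the paper concludes that the expression or stability of the family members is subject to differential regulation.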

### The longevity role of miR-238 can be replaced by miR-239a or miR-239b

Despite belonging to the same miRNA family, the loss of miR-238 causes a reduced lifespan with many transcripts mis-regulated, while the loss of miR-239a or miR-239b results in no apparent effect on lifespan and mis-regulation of very few genes (Figs 2A and 2B, and 3A-3C). These distinctions could be due to differences in miRNA expression (Fig 4) or in target RNA interactions due to nonidentical 3’ end sequences (Fig 1C), or a combination of both. To investigate these possibilities, we used CRISPR/Cas9 to replace the endogenous miR-238 precursor sequence with that of miR-239a or miR-239b (Fig 5A). In these newly created strains, we detected increased levels of miR-239a and miR-239b specifically in the corresponding strains with the pre-miRNA replacing miR-238, consistent with expression from the miR-238 locus in addition to the endogenous gene (Fig 5B). The elevated expression of miR-239a or miR-239b from the *miR-238* locus resulted in no apparent effect on brood size or thermotolerance as compared to WT animals (S2A and S2B Fig).

**Fig 5:**
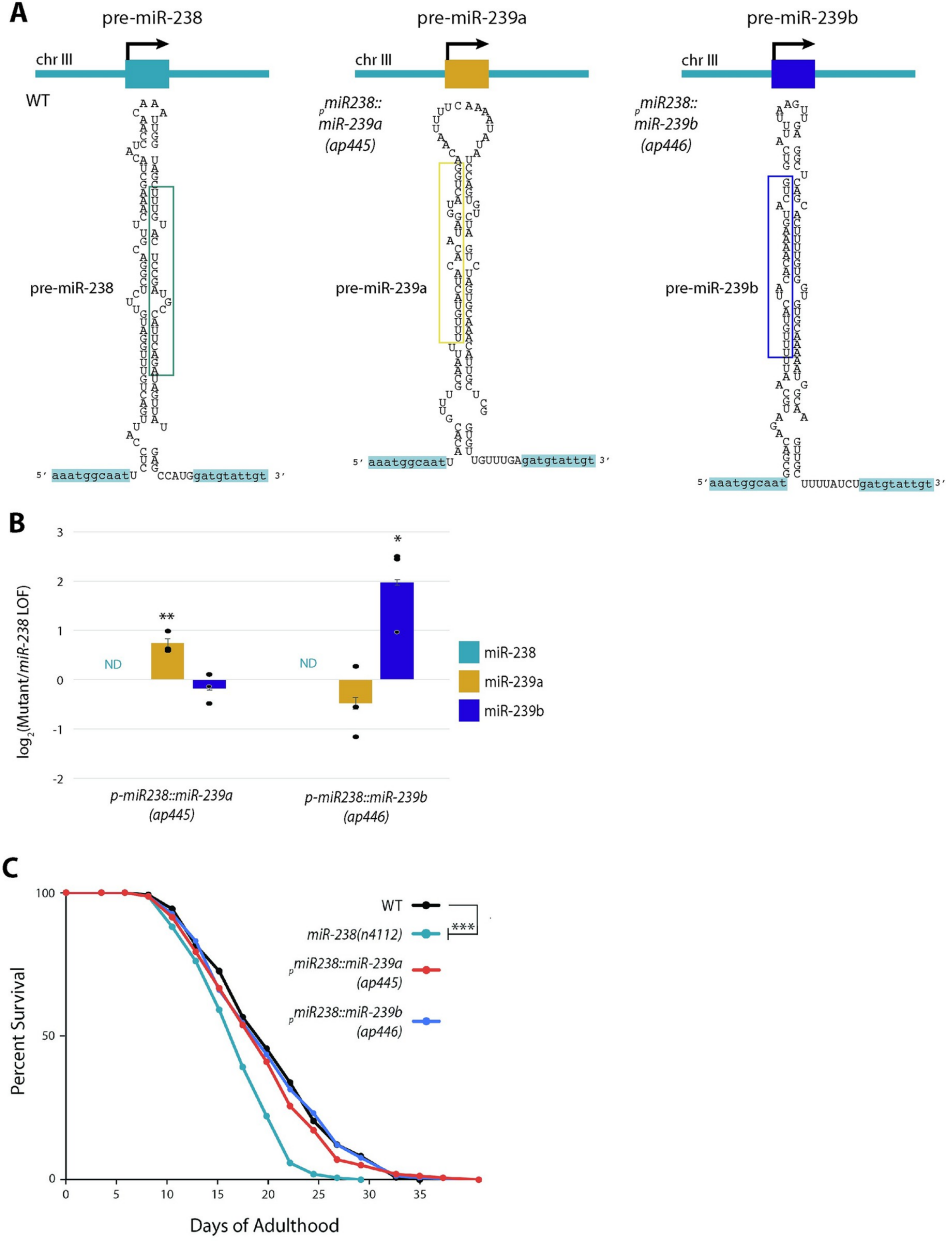
The longevity role of miR-238 can be replaced by miR-239a or miR-239b. (A) Schematic of the *miR-238* locus in WT (_*p*_*miR-238*::*miR-238*) (top), in the _*p*_*miR-238*::*miR-239a* strain (middle), and the _*p*_*miR-238*::*miR-239b* strain (bottom). (B) TaqMan RT-qPCRs of miR-238, miR-239a, miR-239b mature miRNA levels in the _p_miR-238::miR-239a, and _p_miR-238::miR-239b replacement strains compared to the *miR-238(n4112)* background at day 5 of adulthood. The mean from 3 independent replicates is plotted; individual replicate data indicated with dots and error bars represent SDs. (C) Representative survival curves for WT (black), *miR-238(n4112)* (aqua*)*, _*p*_*miR-238*::*miR-239a* (blue), and _*p*_*miR-238*::*miR-239b* (coral) showing that the reduced lifespan due to loss of miR-238 is rescued by expression of miR-239a or miR-239b from the *miR-238* locus. *** P<0.0001 (log-rank).

We then asked if replacement of miR-238 with miR-239a or miR-239b would prevent the reduced lifespan caused by loss of miR-238. In lifespan analyses, the _*p*_*miR-238*::*miR-239a* and _*p*_*miR-238*::*239b* strains had survival curves indistinguishable from that of WT animals and were significantly longer lived than the *miR-238(n4112)* strain (Fig 5C). Overall, these data show that expression of miR-239a or miR-239b from the *miR-238* locus can rescue the reduced lifespan associated with loss of miR-238. Thus, differences in expression, and not the 3’ end sequences, underlie the distinct role in aging of miR-238 compared to its sister miRNAs, miR-239ab.

## Discussion

Here, we investigated the individual roles of the miR-238/239ab miRNAs in adult *C*. *elegans*. We confirmed that the loss of miR-238 leads to a reduced lifespan but could not detect a longevity phenotype in animals lacking mature miR-239a or miR-239b. Additionally, the loss of individual or combined miR-238/239ab family members did not obviously impact fertility or thermoresistance. Consistent with the phenotypic observations, dozens of genes were mis-regulated *miR-238(-)* adults, while almost no changes in gene expression were detected in the *miR-239a* or *miR-239b* mutant strains. We found that the functional differences between miR-238 and its miR-239ab sisters result predominantly from expression and not sequence distinctions. Thus, the miR-238/239ab family of miRNAs positively regulates longevity through a mechanism that largely depends upon expression but not sequences beyond the seed region.

### The role of miR-238/239ab in stress and aging

Members of the miR-238/239ab family of miRNAs were among the first miRNAs proposed to regulate longevity in any organism [44]. Moreover, these miRNAs seemed to play opposing roles, as loss of miR-238 resulted in a shortened lifespan, while deletion of miR-239ab resulted in an extended lifespan and increased tolerance to heat and oxidative stress [28]. The best available reagent at the time of those studies was the *nDf62* strain, which has a 2,333 base pair deletion that removes both *miR-239a* and *miR-239b*, as well as an annotated non-coding RNA (*C34E11*.*9)* and small nucleolar RNA (snoRNA) (*C34E11*.*20)* (Fig 1A). Subsequent work confirmed enhanced thermal resistance but failed to reproduce a lifespan phenotype for the *nDf62* deletion strain [30,45]. It is currently unclear if the basis for the discrepancy in an aging phenotype for the *nDf62* strain is due to assay differences or unrecognized strain polymorphisms.

With the newer availability of gene editing tools, we were able to examine more precisely the roles of miR-239ab in aging and heat stress. In strains lacking expression of mature miR-239a, miR-239b or both miRNAs, no differences in lifespan or thermoresistance were detected when compared to WT animals. Likewise, almost no changes in gene expression were apparent in WT versus *miR-239a(-)* or *miR-239b(-)* day five adults. Thus, our work indicates that loss of the miR-239ab miRNAs is unlikely to contribute to any effects on longevity or thermal stress previously assigned to the *nDf62* strain.

Regardless of a functional role in aging, development or stress, miR-239ab have been consistently identified as miRNAs up-regulated under those conditions [28,30,39,46]. Additionally, a strain expressing GFP driven by the *miR-239* promoter was found to be a predictor of longevity; whether looking at GFP expression at day 3 or 7 post hatching, higher levels of GFP correlated with shorter lifespans in individual transgenic animals [43]. In a previous study, we identified a Heat Shock Element (HSE) bound by Heat Shock Factor 1 (HSF-1) that is situated between the *mir-239a* and *miR-239b* loci [39]. Additionally, we showed that increased expression of miR-239b upon heat shock is dependent on HSF-1 [39]. The increased expression of miR-239ab in aging animals could reflect the activity or availability of HSF-1. The Heat Shock Response (HSR), including the ability to up-regulate several Heat Shock Proteins (HSPs), declines abruptly in young *C*. *elegans* adults [47,48]. This event is due to formation of repressive chromatin at *hsp* promoters rather than obvious changes in HSF-1 levels or DNA binding ability [48]. It is possible that exclusion of HSF-1 from *hsp* genes in early adulthood allows for greater occupancy at other targets, including the HSE proximal to *miR-239ab*. Thus, the correlation between higher expression driven by the *miR-239* promoter and reduced life expectancy in individual *C*. *elegans* may reflect aberrant reprogramming of HSF-1 and/ or triggering of a stress response in young adults.

As previously reported, we observed that loss of miR-238 results in a markedly reduced lifespan [28]. A strain lacking expression of all three miR-238/239ab miRNA sisters phenocopies the shortened lifespan of *miR-238(-)* mutants, indicating that miR-238 alone regulates longevity. Loss of miR-238 or the entire miR-238/239ab family of miRNAs has no obvious impact on development or fertility in animals grown under standard lab conditions at 20°C. Thus, the reduced lifespan of *miR-238(-)* mutants does not seem to be the result of general unhealthiness. 

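The terms behind the enrichment in S1 Table were not used here, and families of innate immunity genes were set by name instead (clec, irg, spp, lys, ilys, abf, cnc, fip, fipr, thn and dod). Among their genes tested in *miR-238(n4112)*, 95 were lower and 83 were higher than in WT, and their median log2 fold change was -0.05. limma's camera test gave a p of 0.697 in the lower direction, and fry gave 0.897 in the higher direction, so neither called the set. Each of the 10 splits of the 6 libraries, an exact permutation count, gave a camera p as small. The choice of family members moved the result, with a median of -0.13 and a camera p of 0.0632 for the 83 genes outside the clec family, and a median of 0.04 and a camera p of 0.294 for the 95 clec genes. In simulated counts, a set of 174 genes lowered by 0.25 on the log2 scale gave a p of 5.8e-07 in camera and 0.00549 in fry. Splits of the real libraries other than by strain gave a camera p down to 3.3e-06 for the families, so the simulation does not show which shift these libraries would have revealed. The set tests the families as a whole and does not repeat an enrichment among the 44 lower genes of Table 1.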

The set of genes down-regulated in *miR-238(-)* at adult day 5 were enriched for defense response and immune system processes (S1 Table). This included *irg-4* which, when depleted by RNAi, leads to increased pathogen susceptibility, and *spp-12*, which encodes an antimicrobial polypeptide that promotes the extended lifespan of *daf-2* mutants with reduced insulin signaling [36,49–52]. 

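The gene irg-4 (WBGene00008584, chromosome IV, 12435833 to 12438236) had 3420 ± 494 normalized counts in WT and 1172 ± 231 in *miR-238(n4112)* (SD, n = 3). Its log2 fold change was -1.54 (standard error 0.24, adjusted p = 0.342 from edgeR's quasi-likelihood test), and its adjusted p ranged from 4.1e-05 to 0.992 across the other settings. The gene spp-12 (WBGene00004997, chromosome V, 13889816 to 13890327) had 209 ± 51.6 counts in WT and 76.8 ± 25.8 in the mutant. Its log2 fold change was -1.43 (standard error 0.35, adjusted p = 0.390), with an adjusted p from 0.0261 to 0.992 across the other settings. In both genes, the 3 mutant libraries lay below the 3 WT libraries. Against WT replicates 4 to 6, which belong to the other set, the log2 fold change was -2.07 for irg-4 and -0.56 for spp-12.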

Given that increased susceptibility to infection is linked to shortened lifespan and the innate immune system contributes to longevity [53–55], it is possible that down-regulation of innate immunity and pathogen susceptibility genes contributes to the *miR-238(-)* reduced lifespan. While dozens of genes were found to be mis-regulated in *miR-238(n4112)* day 5 adults, none of them are predicted targets of this miRNA [32,33]. So far, the only validated target of miR-238 is the nicotinic acetylcholine receptor (nAChR), *acr-19* [56]. While mis-regulation of *acr-19* in *miR-238* mutant animals caused an abnormal nicotine withdrawal response [56], this role is unlikely to be related to the lifespan function of miR-238, as expression of this target was unchanged in *miR-238(n4112)* compared to WT day 5 adults.

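The gene acr-19 (WBGene00000058, chromosome I, 9031235 to 9036695) had 42.9 ± 30.1 normalized counts in WT and 37.01 ± 17.9 in *miR-238(n4112)* (SD, n = 3). Its log2 fold change was -0.21 (standard error 0.59, adjusted p = 0.910 from edgeR's quasi-likelihood test), with an adjusted p from 0.195 to 0.992 across the other settings. The libraries of the strains overlapped, with 15.5 to 75.1 counts in WT and 20.4 to 55.9 in the mutant. With single libraries left out, the log2 fold change ran from -0.66 without *miR-238(n4112)* replicate 2 to 0.47 without WT replicate 1. It was 0.27 against all 6 WT libraries and 1.14 against WT replicates 4 to 6, which belong to the other set. At this depth and spread, changes well above the standard error could have been missed. In the same comparison, ilys-3 was not called at a log2 fold change of 2.24 with a standard error of 0.30.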

### Redundant and distinct functions of miRNA family members

Considering the key role of the seed sequence in miRNA-target interactions [2], it is reasonable to expect that members of a miRNA family will have overlapping targets and, hence, functions. While this appears to be the case for some miRNA families, such as mir-35-42 and miR-51-56 in *C*. *elegans* [10–12], there are also examples of single family members having specific targets and roles [2]. Differences in 3’ end sequences can bias target interactions to favor pairing with individual family members [14]. Cross-linking and immunoprecipitation with sequencing (CLIP-seq) assays that isolated chimeric sequences consisting of a target site ligated to a miRNA have revealed numerous instances of target occupancy restricted to a specific miRNA sister [15,18]. Favored binding affinities mediated by distinct 3’ end sequences likely explain some of these specific miRNA-target interactions [15,18]. As the aging function of miR-238 could be replaced by miR-239a or miR-239b, sequence divergence among these miRNA sisters appears irrelevant for the distinct longevity role of miR-238 in adult *C*. *elegans*.

Differences in expression levels or domains can also lead to specific roles for miRNA family members [2]. Reporter-based and biochemical methods have shown that many *C*. *elegans* miRNAs, including some that belong to families, exhibit distinct temporal and spatial expression patterns [42,57–60]. Even miRNAs that are co-expressed as part of a mirtron can accumulate disproportionately, due to differences in processing and/or stability of the mature forms [12]. Here and in prior studies using reporter strains containing GFP fused to miRNA promoter sequences, expression of miR-238 appeared ubiquitous, whereas expression of miR-239 was primarily observed in neuronal and vulval cells in adult animals [28,42,43]. However, isolation of mature miRNAs directly, or as part of Argonaute complexes, from neuronal, pharyngeal, intestinal or body wall muscle cells did not reveal obvious differences in tissue specific accumulation of miR-238/239ab family miRNAs [57–60]. Despite this, the levels of miR-238, miR-239a, and miR-239b responded differently to the loss of *alg-1*: miR-238 was down-regulated, miR-239a unaffected, and miR-239b up-regulated. This suggests that the miR-238/239a/b family is differentially regulated by *alg-1*, either directly or indirectly. Even with these regulatory as well as spatial and total expression differences, we found that miR-239a or miR-239b could replace miR-238 function when expressed from the *miR-238* locus. These results suggest that regulatory elements in the *miR-238* gene control the expression of this sister miRNA in a manner needed for its longevity role.

In conclusion, this study corroborates that *miR-238* promotes longevity and contradicts a previously ascribed role for *miR-239ab* in limiting lifespan [28]. Moreover, we demonstrate that differences in expression, but not sequence, explain the inability of miR-239ab miRNAs to compensate for the loss of miR-238. This feature of the miR-238/238ab family may provide flexibility to maintain target regulation under conditions encountered in the wild that change the expression of individual sisters.

## Materials and methods

### Strain generation

CRISPR/Cas9 genome editing methods were used to generate the miR-239a and miR-239b LOF and the miR-238 replacement strains. PQ636 *miR-239a*(*ap439*), PQ592 *miR-239b*(*ap432*), PQ593 *miR-239b*(*ap433*) and PQ600 *miR-239a*(*ap435*), *miR-239b*(*ap432*) were generated by following methods described in Paix *et al*. with modifications suggested by the Dernburg lab [61]. Young adult wildtype worms (N2) were injected with mixes that included 0.5 uL of *dpy-10* crRNA (100uM), 1.0 uL of the appropriate crRNA, 2.5 uL of tracrRNA (100uM), and 7uL of Cas9 (40uM); Cas9 protein, tracrRNA, and crRNA were ordered from IDT. Worms were grown at 25°C. 3 days later, *dpy* + *C*. *elegans* were singled onto new plates and PCR screened for disruptions in the *miR-239a* or *miR-239b* genes. To make the PQ679—*miR-238(ap445[PmiR-238*::*pre-miR-239a*::*miR-238 UTR] III);* and PQ680—*miR-238(ap446[PmiR-238*::*pre-miR-239b*::*miR-238 UTR] III);* strains, young adult wildtype worms (N2) were injected following methods for dsDNA asymmetric-hybrid donors as described in Dokshin *et al*. [62]. The injection mix included 5μg Cas9 protein, 2mg tracrRNA, 1.12μg crRNA, 800ng pRF4::rol-6 plasmid and 4μg of a dsDNA donor cocktail. Homology arms were 120bp long. F1 rollers were singled onto new plates as well as non-roller siblings from the same plate. After laying progeny, F1 were lysed and PCR screened for integration of the pre-miR-239a or pre-miR-239b sequence into the *miR-238* locus. Editing was confirmed by Sanger sequencing and successful mutant strains were backcrossed at least three times to N2. All strains and oligonucleotide sequences are listed in S3 Table.

In Vivo Biosystems was contracted to generate the _*p*_*miR-239b*::*GFP* strain (COP2506). Using MosSCI transgenesis methods [63], genetic cargo containing *pmir-239*.*b*::*GFP* and an *unc-119* rescue cassette, was injected for insertion into the *ttTi5605 Mos1* locus on chr2 in the *C*. *elegans* genome. Candidate lines were screened for rescue of function on the *unc-119(ed3) III* mutant allele and insertion confirmed by genotyping.

### Nematode culture and lifespan analyses

*C*. *elegans* strains were cultured under standard conditions and synchronized by hypochlorite treatment. Lifespan analyses were conducted at 20°C in the absence of FUdR, as previously described [64]. Embryos were plated on NGM plates containing OP50 and the first day after the L4 stage was regarded as adult day 0. Worms were picked onto fresh food every other day until reproduction ceased and scored for viability every 2 to 3 days. Animals that died by bagging, bursting, or crawling off the plates were censored. JMP IN 16 software was used for statistical analysis and P-values were calculated using the log-rank (Mantel-Cox) method. Lifespan assays were performed in a blinded manner and statistics for all replicates (3–12 independent) are shown in S4 Table.

### Brood size assays

Between 5–9 individual L4 *C*. *elegans* of each genotype were moved to individual plates seeded the day prior with OP50. Every day post adulthood, the parental adult *C*. *elegans* was moved to a new plate, and the eggs were counted. This was done until the end of the reproductive span of the individual animal. Brood size assays were performed in a blinded manner and data for all replicates (3 independent) are shown in S4 Table.

### Thermotolerance assays

Adult heat shock experiments were carried as described in De Lencastre *et al*. and Nehammer *et al*. with minor alterations, such as not using FuDr to stop progeny production [28,30]. For the de Lencastre *et al*. thermotolerance protocol: *C*. *elegans* strains were cultured under standard conditions and synchronized by hypochlorite treatment [65]. Heat shock viability assays were performed by plating bleach synchronized L1 worms rocked at 20°C overnight on UV treated small NGM plates seeded with OP50 the day before. Worms were grown until L4, then for an additional 36 hours at 20°C before raising the temperature to 35°C for 12 hrs of heat shock. Assays were blinded before heat shock and were unblinded only after scoring viability. For the Nehammer *et al*. thermoresistance protocol: Gravid adults were allowed to egg lay for a 2-hour period to produce relatively synchronized populations of progeny at 20°C on UV treated NGM plates seeded with OP50 the day before. From the mid-point of the egg lay, worms were grown for 86 hours, and during the first day of adulthood worms were moved to new UV treated small NGM plates seeded with OP50 the day before. Those adult worms were then incubated at 35°C for 12 hrs of heat shock. Worms recovered for 24hrs at 20°C before scoring. For all heat shock experiments, at least 100 worms were subjected to heat shock or control 20°C conditions per strain per replicate with no more than 20 worms per single small NGM plate. Thermoresistance assays were performed in a blinded manner and data for all replicates (3 independent) are shown in S4 Table.

### qRT-PCR

RT-PCR analyses of miRNA (TaqMan) levels were performed according to manufacturer’s instructions with the StepOnePlus and QuantStudio 3 Real-Time PCR Systems (Applied Biosystems). Levels were normalized to U18 snoRNA. Three biological replicates were performed with three technical replicates for each target gene. Numerical data are provided in S5 Table. Not detected (ND) was called for samples that were flagged as inconclusive or no amplification in all three biological and three technical replicates in the QuantStudio 3 Software (Thermofisher).

Absolute quantification of miRNA levels was performed by generating a standard curve to estimate the absolute copy number of the target miRNA in biological samples [66,67]. Standard curves were generated using 10-fold dilutions, 10^7^–10^1^ copy/uL, of synthetic RNA oligonucleotides ordered from IDT that were identical in sequence to miR-238-3p, and miR-239b-5p. In parallel, three biological replicates of adult day 5 wildtype (N2) were assayed for miR-238-3p, and miR-239b-5p expression (TaqMan). The standard curve fit equation was used to approximate copies of endogenous miRNA from the Ct values obtained in the biological samples.

### RNA sequencing

RNA was isolated from wildtype (N2), *miR-238(n4112)*, *miR-239a(ap439)*, and *miR-239b(ap432)* day 5 adults. Adult *C*. *elegans* were separated from eggs and progeny daily by washing plates with M9 into conical tubes and allowing the adults to settle by gravity for a few minutes on a bench top. The supernatant containing larvae and eggs was then removed, and this process was repeated 3–15 times until eggs and larvae were no longer visible. Three independent poly(A) selected RNA-seq libraries were prepared from each strain for sequencing with the Illumina TruSeq mRNA Library Prep Kit. cDNA libraries were sequenced on an Illumina NovaSeq 6000. Libraries were at least 24 million reads per sample. Reads were aligned to the *C*. *elegans* genome WBcel282 assembly using STAR and the average percent of uniquely mapped reads was 94% [68]. Aligned reads were sorted using Samtools [69] and reads were then quantified using featureCounts using WBcel282 gene annotations [70]. Differential expression was calculated using DESeq2 [71]. Genes with a basemean of at least 100, and adjusted p-value of < 0.05 were considered significantly mis-regulated in mutant versus wild type animals (S1 Table). Volcano plots were generated using ggplot2 in R [72,73]. Enrichment analysis was performed using WormBase’s enrichment analysis tool [74,75].

### smRNA-seq

Small RNA sequencing was performed on five independent replicates of synchronized wildtype (N2), *alg-1(gk214)*, and a*lg-2(ok304)* strains collected on day 5 of adulthood. Strains were cultured at 20°C to day five of adulthood and collected for RNA isolation. Eggs and progeny were separated from adult worms through daily washes with M9 solution, followed by gravity separation of pelleted adult worms from the supernatant containing eggs and progeny. The supernatant was aspirated and M9 washed, this was repeated until the M9 remained clear. Total RNA was isolated and smRNA libraries were then prepared from 1 μg of total RNA using the Illumina TruSeq Small RNA Library Prep Kit. Once prepared, smRNA libraries were sent for single-end sequencing on an Illumina HiSeq 4000. Adapter sequences were removed using Cutadapt, and smRNA reads were mapped to the annotated *C*. *elegans* genome (WS266) using Bowtie-build to first create indices and miRDeep2 to align and quantify reads [76,77]. Differential expression analysis was performed by first normalizing reads to library size (read counts per million) and then measuring the log2foldchange of mutants to WT strains within replicates. MiRNAs were called significantly misregulated if they exhibited an absolute mean log2foldchange greater than 1.5 and a padj less than 0.05 in mutant versus wildtype samples. The results are summarized in S2 Table.

## Supporting information

S1 Table related to Fig 3. Differentially expressed genes in *miR-238(n4112)*, *miR-239a(ap439)*, or *miR-239b(ap432)* mutants compared to WT at day 5 of adulthood and their tissue, phenotype, and gene enrichment terms. (Spreadsheet uploaded separately).
(XLSX) Click here for additional data file.

S2 Table related to Fig 4. Differentially expressed miRNAs in *alg-1(gk214)* or *alg-2(ok3034)* mutants compared to WT at day 5 of adulthood. (Spreadsheet uploaded separately).
(XLSX) Click here for additional data file.

S3 Table Lists of strains and oligonucleotide sequences used in this study (Spreadsheet uploaded separately). (XLSX) Click here for additional data file.

S4 Table related to Figs 2A–2F and 5E, and S2A–S2B. Statistics of all lifespan, brood size and thermoresistance assays used in this study. (Spreadsheet uploaded separately).
(XLSX) Click here for additional data file.

S5 Table related to Figs 1D, 4B and 5B. Numerical data underlying graphs and summary statistics for qRT-PCR. (Spreadsheet uploaded separately).
(XLSX) Click here for additional data file.

S1 Fig Predicted structures of *miR-239a* and *miR-239b* precursors in wildtype and mutant strains. RNAfold structures for wildtype pre-miRNA structures of miR-239a and miR-239b have the mature miRNA sequence boxed in yellow and blue, respectively. New loss of function mutants generated in this study by CRISPR/Cas9 are indicated with mature miRNA sequences boxed in red. *miR-239a(ap439)* deletes 10 nucleotides in the 3’ arm of the stem. *miR-239a(ap435)* inserts 25 nucleotides into this region. *miR-239b(ap432)* deletes 15 nt at the base of the 3’ arm of the stem and *miR-239b(ap433)* deletes the GCAAAAA sequence and inserts 26 nt.
(PDF) Click here for additional data file.

S2 Fig Brood size and heat shock survival for _*p*_*miR-238*::*miR-239a* and _*p*_*miR-238*::*miR-239b*. (A) Results from brood size analysis; *miR-238(n4112)* (aqua), _*p*_*miR-238*::*miR-239a* (coral), and _*p*_*miR-238*::*miR-239b* (blue) do not have a statistically significant difference when compared to WT (black). ANOVA and the post hoc test (Tukey’s HSD). Bar graph represents mean of three biological replicates; individual replicate data indicated with black dots. The error bars represent SDs. (B) Results from heat shock on day 2 adults for 15 hours at 32°C followed by recovery for 24hr at 20°C. *miR-238 (n4112)* (aqua), _*p*_*miR-238*::*miR-239a* (coral), and _*p*_*miR-238*::*miR-239b* (blue) do not have a statistically significant different percent heat shock survival when compared to WT (black). ANOVA and the post hoc test (Tukey’s HSD). Bar graph represents mean of three biological replicates; individual replicate data indicated with black dots. The error bars represent SDs.
(PDF) Click here for additional data file.

# Supplementary material for: Expression, not sequence, distinguishes miR-238 from its miR-239ab sister miRNAs in promoting longevity in Caenorhabditis elegans
**Source:** PLoS Genet. 2023 Nov 27;19(11):e1011055. doi: 10.1371/journal.pgen.1011055

Supplemental Figure 2. Broodsize and heat shock survival for *p<sub>miR-238</sub>::miR-239a* and *p<sub>miR-238</sub>::miR-239b* strains.

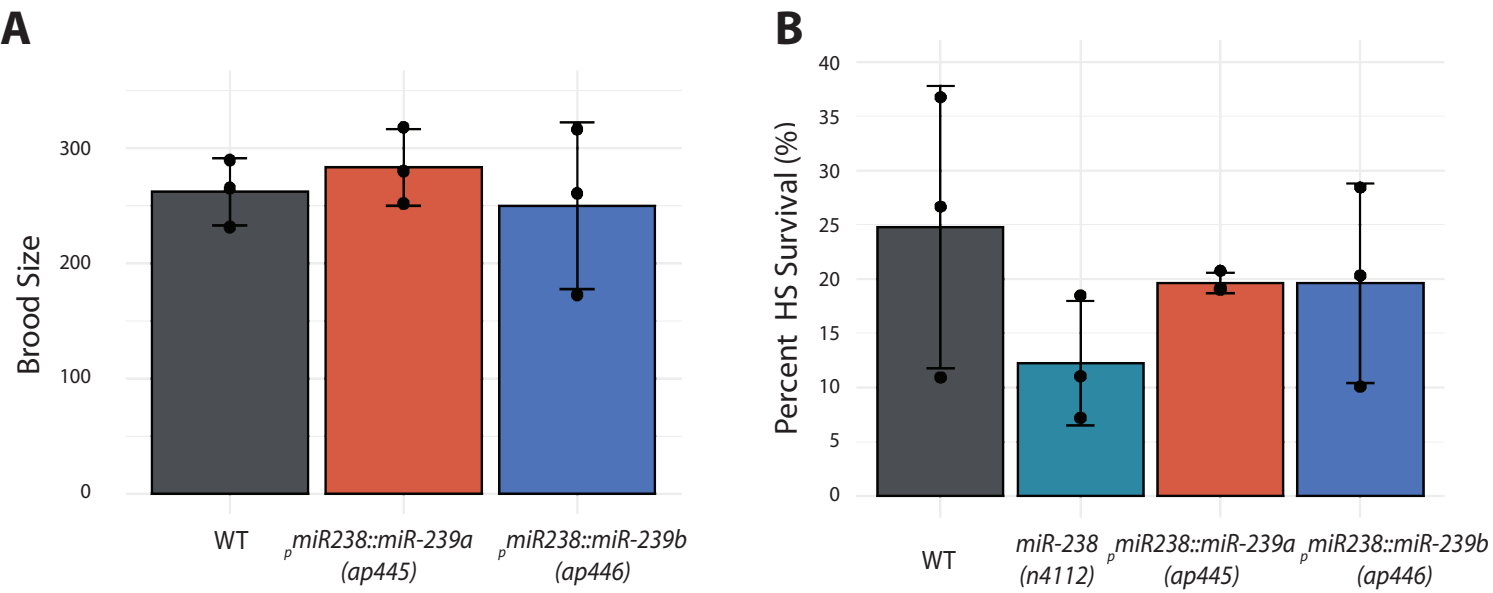

**Supplement:** S2 Fig — (A) Results from brood size analysis; miR-238(n4112) (aqua), pmiR-238::miR-239a (coral), and pmiR-238::miR-239b (blue) do not have a statistically significant difference when compared to WT (black). ANOVA and the post hoc test (Tukey’s HSD). Bar graph represents mean of three biological replicates; individual replicate data indicated with black dots. The error bars represent SDs. (B) Results from heat shock on day 2 adults for 15 hours at 32°C followed by recovery for 24hr at 20°C. miR-238 (n4112) (aqua), pmiR-238::miR-239a (coral), and pmiR-238::miR-239b (blue) do not have a statistically significant different percent heat shock survival when compared to WT (black). ANOVA and the post hoc test (Tukey’s HSD). Bar graph represents mean of three biological replicates; individual replicate data indicated with black dots. The error bars represent SDs.

How the deposited data were processed for this re-analysis (not part of the article)

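The deposited data came from day 5 adult *C. elegans* and comprised 15 poly(A) RNA-seq libraries and 15 small RNA libraries. For poly(A) RNA-seq, the authors aligned reads with STAR, counted fragments on the exons of the WS282 gene set with featureCounts without regard to strand, and deposited the raw count of each gene per library without normalization, as the file headers show. Reads with several locations or several genes had not been counted. For small RNA-seq, the authors removed adapters with Cutadapt, collapsed identical reads, mapped them with miRDeep2 and Bowtie to the genome WS266 and deposited 1 line per read sequence and location, with the count of identical reads in the read name. Reads were 15 to 30 nt long, and between 98.9% and 99.6% of the reads per library had no mismatch. No sample was left out.

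The 46926 genes of the count files carry WormBase identifiers. Names for 44115 of them came from the table of gene names, 2758 were named by an identical span in the RefSeq annotation and 53 stayed without a name. Coordinates are those of the count files. The genes named in the text were set before the data were examined. They are the genes that the paper names as measured in these libraries, the genes of Table 1 with longevity phenotypes, the genes of the 3 miRNAs, and up to 3 called genes or miRNAs with the largest rise and 3 with the largest fall among those changed alike in every library or pair. Any other gene or miRNA that is named was chosen after its values were seen.

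Each miRNA mutant was compared with the 3 WT libraries of its own set with edgeR 4.0.16 in R 4.3.3, using TMM factors, filterByExpr with its defaults and the two-sided quasi-likelihood test, without a replicate block. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a mean normalized count over 100. Gene sets were tested with camera (preset correlation 0.01) and fry of limma 3.58.1, both two-sided. The comparison by DESeq2 1.42.0, the tool that the paper used, was one of the alternatives.

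Mature miRNAs were taken from the annotation of 261 miRNA genes in the count files, which gave 459 mature strands and 444 distinct miRNAs. A read was counted on a miRNA when it lay on the same strand, from 2 nt before its start to 5 nt after its end, and each read sequence counted once per library. Between 0.171% and 0.656% of the miRNA reads per library matched more than 1 miRNA. Each *alg* mutant was compared with WT by edgeR's quasi-likelihood test with the reads on miRNAs as the library size and the replicate number as a block, over miRNAs with a mean of at least 10 RPM. A miRNA was called at an adjusted p under 0.05 and an absolute log2 fold change over 1. The paper's text gives 1.5 as the minimum, while its S2 Table lists changes down to 1.02. The block follows the authors, who measured changes within replicates. The deviations of same-numbered WT and mutant small RNA libraries from the means of their strains correlated in each pair, with r from 0.467 to 0.803. Some libraries of unlike number correlated too, with r up to 0.547, so a pairing by single numbers was not settled. The tests on pairs rest on the numbers as labelled. Identical reads are not independent molecules because the libraries, as the paper describes them, had no molecular identifiers.

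The fits were tested on simulated counts made from the means, depths and spread of the real libraries, with 200 genes changed by known amounts. Each gene was drawn independently, so the simulated counts leave out variation that the genes of a library share. In the design of *miR-238(n4112)* without any change, edgeR made 0 false calls and DESeq2 made 13. With changes of 2 on the log2 scale, edgeR called 181 of the 200 genes with 8 false calls, and DESeq2 called 187 with 33 false calls. In the design of *miR-239b(ap432)* without any change, edgeR made 0 false calls and DESeq2 made 2. In the small RNA design, changes of 1.5 and of 2 on the log2 scale were simulated, equally many up and down. For either size, edgeR called 40 of 40 changed miRNAs with 0 false calls. Changes near the limit of 1, an unbalanced shift and the choice of scaling were not simulated.

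Before the data were examined, 87 alternatives were set, and 14 more were added afterwards. They covered the test, the scaling, the filters, the limits of a call, the choice of WT libraries, the replicate block, the assignment of reads and the omission of single libraries, and 1088 values of 70 results were recomputed. Marker lists for the germline, oocytes and eggshell, sperm, yolk, embryos, larval cuticle, muscle and neurons were written from general knowledge of the genes. The test of seed sites was not run, because no genome sequence or 3′ UTR annotation was used here. Tests of single values used scipy 1.17.1 and numpy 2.4.6 in Python 3.11.15, and figures were drawn with matplotlib 3.10.9.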

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

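The tests on the miR-35 family, on fragments of longer RNAs and on the added contigs were chosen only after the result was seen. The paper's text does not report the shares of rRNA, the strand ratios or the added contigs, and its S2 Table gives miR-35-3p among the lower miRNAs of *alg-2(ok304)*.

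Of 78 groups of libraries that were tested for a library far from the others of its strain, 2 held one, where chance gives 3.9 (1 in 20). In WT replicate 2, miR-238-3p had 28573 RPM, while the other WT libraries had 14792 to 18719, and the gap made up 0.715 of the range against a limit of 0.71. Replicate 2 also had the highest level in *alg-1(gk214)* (7822 RPM) and in *alg-2(ok304)* (24274 RPM). Without replicate 2, miR-238-3p was at place 19 in WT and its log2 fold change in *alg-1(gk214)* was -1.40. A difference in culture or library preparation that replicates of the same number share stays open and was not tested. In *alg-2(ok304)* replicate 1, miR-41-3p had 88.0 RPM against 18.5 to 34.8 in the other libraries of that strain, a gap of 0.765 of the range. Without replicate 1, its log2 fold change moved from -1.82 to -2.17. No biological explanation was tested for either library.

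Fragments of rRNA made up 48.9 ± 2.87% of the chromosome reads in *alg-1(gk214)*, against 16.2 ± 5.20% in WT and 24.3 ± 5.00% in *alg-2(ok304)* (SD, n = 5). Lower sequencing depth is argued against, because each *alg-1(gk214)* library had at least 45.7% although the numbers of mapped reads overlapped those of WT. Relative to piRNA reads, the log2 change in *alg-1(gk214)* was 2.86 ± 0.37 for rRNA, 2.71 ± 0.21 for tRNA, 1.84 ± 0.26 for snoRNA or snRNA and 1.60 ± 0.15 for sense reads of protein-coding genes, each higher in 5 of 5 pairs. Antisense reads of protein-coding genes and miRNA reads also rose against piRNA reads in 5 of 5 pairs, by 0.55 ± 0.17 and 0.31 ± 0.22, so a part of each rise may reflect fewer piRNA reads. Beyond that part, fragments of longer RNAs in general may have risen in these libraries, with 1.60 as the smallest change among tRNA, snoRNA or snRNA and sense reads. The rRNA share was 45.7% to 51.8% in *alg-1(gk214)*, 11.3% to 24.9% in WT and 18.4% to 30.7% in *alg-2(ok304)*. The *alg-1(gk214)* range lies apart from the others, which argues against breakdown of RNA in single libraries or single replicates. Breakdown during handling of all *alg-1(gk214)* samples was not measured. It stays open beside an effect of the loss of *alg-1*, since all 5 libraries would share either.

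The ratio of passenger to guide strand rose in all 5 pairs of *alg-1(gk214)* and WT libraries for 29 of 57 hairpins and fell in all 5 pairs for 7, where chance gives 3.125% each way. The median change of the log2 ratio was 0.61. Scaling by library size is argued against, because it drops out of a ratio within a library. Reads with shifted ends are argued against as well, because reads with the exact 5′ end of the mature strand gave a median of 0.53. In *alg-2(ok304)*, the ratio rose in all 5 pairs for 16 of 52 hairpins and fell for 2, with a median of 0.26, and the difference between the mutants was not tested. A weaker hold of guide strands without ALG-1 is a candidate explanation, and the fragmentation of RNA described for these libraries stays open beside it.

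In *alg-2(ok304)*, miR-35-5p rose by 2.93 ± 0.55 on the log2 scale (SD, n = 5 pairs), from 27.8 to 204 RPM, and it was higher in 5 of 5 pairs. The 5p strands of miR-37 and miR-41 were higher in 5 of 5 pairs too, by 0.98 and 1.38. Those of miR-36, miR-38 and miR-40 were higher in 4 of 5 pairs, by 0.17, 0.80 and 0.82, and that of miR-39 in 3, by 0.55. The 3p strands of miR-35 to miR-41 were all lower in 5 of 5 pairs. None of these 3p strands changed direction in *alg-2(ok304)* under any scaling that was run. Fewer eggs or embryos in the *alg-2(ok304)* samples would lower both strands, which the rise of 2.93 argues against for miR-35. Scaling by library size is argued against, because the log2 fold change of miR-35-3p nearest to 0 under the other library sizes was -2.05. An effect of the loss of *alg-2* on the choice or stability of strands stays open as a hypothesis found and tested on the same data.

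The largest share of mapped reads on the 2 added contigs was 86.4%, in WT replicate 1. The ratio of the reads on these contigs ranged from 1.43 to 4.24 across the 15 libraries, a 2.97-fold range. This range does not decide whether 2 RNAs were added in a fixed proportion before library preparation, since their recovery was not measured. What the contigs represent was not found in the text or labels, so their reads were used for scaling in 1 added alternative and not otherwise. No biological explanation was tested.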

How the results depend on the processing

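The counts of splits are tests chosen only after the result was seen, except those for the genes of Table 1. Each setting marked as added was chosen after seeing the data.

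In *miR-238(n4112)*, 0 genes were called and 1494 had an unadjusted p under 0.05. The number stayed at 0 with DESeq2's size factors in edgeR, without the minimum mean count, with a minimum log2 fold change of 1 in addition and in the 6 fits that each left out 1 library (from 0 to 0). DESeq2's Wald test called 69 genes (25 higher, 44 lower), and the inclusion of all genes with at least 1 count gave 6 (3 higher, 3 lower). With all 6 WT libraries 2 genes were called, with WT replicates 4 to 6 as the control 892 (721 higher, 171 lower), and with all 15 libraries and the set as a covariate 5 (4 higher, 1 lower). Of the 10 splits of the 6 libraries, the real one included, 10 gave as many genes with edgeR and 3 gave as many with DESeq2, and no design of 3 against 3 can give fewer than 1 of 10. In *miR-239a(ap439)*, 0 genes were called and 158 had an unadjusted p under 0.05. Without the minimum mean count 1 gene was called, with all 15 libraries 1, and with WT replicates 1 to 3 as the control 585 (130 higher, 455 lower). Calls against the WT libraries of the other set, in any mutant, also hold the difference between the sets. Without WT replicate 5 there was 1 call, so that the fits with 1 library left out ranged from 0 to 1. All 10 splits gave as many genes with edgeR, and 10 did with DESeq2.

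In *miR-239b(ap432)*, the 1 called gene became 12 with DESeq2's Wald test (8 higher, 4 lower), 2 with DESeq2's size factors in edgeR, 2 with all genes of at least 1 count, 2 with all 15 libraries and 85 with WT replicates 1 to 3 as the control (8 higher, 77 lower). With all 6 WT libraries 0 genes were called, with 747 at an unadjusted p under 0.05. In an added DESeq2 fit of the 9 libraries of the set, 7 genes were called (3 higher, 4 lower). The fits that each left out 1 library gave from 1 to 11 genes, with 11 without WT replicate 5 and 2 without the mutant library labelled 2. As many genes were called in 2 of the 10 splits with edgeR and in 4 with DESeq2. The cause of these changes of number was not tested.

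The direction of acr-19 in *miR-238(n4112)* reversed, to 0.27 with all 6 WT libraries, 1.14 with WT replicates 4 to 6, 0.47 without WT replicate 1 and 0.05 without mutant replicate 3, and it ranged from -0.66 to 0.47 with 1 library left out. Y102A5C.6, Y102A5C.5 and Y102A5C.36 reversed in *miR-239b(ap432)* with WT replicates 1 to 3 as the control, to 0.10, 0.41 and 0.48. For the 14 genes named in *miR-238(n4112)*, 51 of 98 other fits kept direction and side of the threshold and 45 moved past it, as did 82 and 0 of the 84 fits with 1 library left out. For the 5 genes in *miR-239b(ap432)*, 23 of 40 other fits kept both, 12 moved past the threshold and 2 fell short of it, and with 1 library left out 26 of 30 kept both and 4 moved past it. C34E11.20 stayed higher in *miR-239a(ap439)* in every fit and fell short of the threshold in 5 of the 6 fits with 1 library left out, all but the fit without WT replicate 5. The cause was not tested.

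The innate immunity families had a camera p of 0.697 in the lower direction, and each of the 10 splits gave a p as small. The direction reversed for the clec genes alone (p 0.294) and with fry (p 0.897). With 1 library left out, the camera p ranged from 0.107 to 0.593, and the direction reversed without WT replicate 3 (0.185) and without mutant replicate 2 (0.470). The higher genes of Table 1 were lower in *miR-239a(ap439)*, with a camera p of 0.0162 that became 0.232 with fry, 0.0712 with all 6 WT libraries and 0.212 with WT replicates 1 to 3. A p as small came from 3 of the 10 splits. The lower genes of Table 1 in this mutant (camera p 0.674, 9 of 10 splits) reversed to a p of 0.838 with fry, 0.0141 with all 6 WT libraries and 3.6e-05 with WT replicates 1 to 3. In *miR-239b(ap432)*, the higher genes (camera p 0.757, 8 of 10 splits) reversed with fry (0.665). The lower genes (camera p 0.0643, 5 of 10 splits) reversed with all 6 WT libraries (0.0287) and with WT replicates 1 to 3 (6.0e-07). The list was selected on WT replicates 1 to 3, and its 44 lower genes had a median of -0.70 in WT replicates 4 to 6 against 1 to 3, so the values with WT replicates 1 to 3, alone or among the 6, do not measure a response of these mutants. The cause of the other changes was not tested.

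With the replicate number as a block, 785 genes were called in *miR-238(n4112)* (300 higher, 485 lower), and in *miR-239a(ap439)* 0 were called, with 247 at an unadjusted p under 0.05. In *miR-239a(ap439)*, the numbers did not pair the libraries, since the deviations of same-numbered WT and mutant libraries correlated with r of 0.43, -0.33 and 0.05. In *miR-238(n4112)*, r was 0.49, -0.12 and 0.62, against at most 0.36 between libraries of unlike number. Replicates 1 and 3 thus went with a pairing and replicate 2 did not, so the pairing was not settled there. The camera p of the immunity families was 0.680 under the block. C34E11.20 lost its adjusted p under 0.05 there, which does not show a weaker effect. The labels 4, 2 and 3 of *miR-239b(ap432)* do not match WT replicates 4 to 6, while the numbers in the names of the deposited files, 1 to 3 in each strain of this set, place them beside WT replicates 4, 5 and 6. By that order, the deviations correlated with r of 0.0836, -0.23 and -0.33, so these numbers did not pair the libraries either. A replicate block by that order, added after the data were seen, called 0 genes, with 360 at an unadjusted p under 0.05, and the lost call of Y102A5C.6 does not show a weaker effect.

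In *alg-1(gk214)*, the 84 called miRNAs (61 higher, 23 lower) became 146 with all miRNAs of at least 1 read and 142 without a minimum fold change (87 higher, 55 lower). They became 51 (30 higher, 21 lower) when passenger strands were left out, an added setting, because fewer miRNAs were tested. With 1 replicate left out, the number ranged from 82 to 88. In *alg-2(ok304)*, the 28 called miRNAs (12 higher, 16 lower) became 13 with a log2 fold change over 1.5 (4 higher, 9 lower), 82 without a minimum (50 higher, 32 lower) and 17 in the added setting without passenger strands (2 higher, 15 lower). With 1 replicate left out, the number ranged from 29 to 31. Among 100 splits drawn for each mutant, the real one included, 1 gave as many miRNAs in *alg-1(gk214)* and 1 in *alg-2(ok304)*, and the most that another split gave was 0. Without the replicate block, 83 miRNAs were called in *alg-1(gk214)*, 81 of them shared, and 22 in *alg-2(ok304)*, all of them shared. Of the named miRNAs, 3 in each mutant then lost their adjusted p under 0.05, among them miR-239a-5p in *alg-2(ok304)* (adjusted p = 0.188 in edgeR, against 0.00511 to 0.538 across all settings).

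The scaling moved the share of higher and lower miRNAs more than their number. In *alg-1(gk214)*, TMM gave 48 higher and 39 lower, DESeq2 48 and 36, the added library sizes from reads on chromosomes 31 and 69, and those from the added contigs 73 and 16. In *alg-2(ok304)*, TMM gave 9 and 18, and reads on chromosomes gave 6 and 21. The median log2 fold change in *alg-1(gk214)* went from 0.28 to -0.09 with TMM, -0.03 with DESeq2, 0.17 with all mapped reads, -0.62 with reads on chromosomes and 0.74 with the added contigs. In *alg-2(ok304)* it went from 0.21 to 0.09 with TMM and -0.03 with reads on chromosomes. Reversed in *alg-1(gk214)* were miR-239a-5p (0.31 with the added contigs), miR-238-5p (-0.089 with TMM, -0.61 with reads on chromosomes) and 6 members of the miR-35 family. With reads on chromosomes, miR-239a-5p had -1.01 and miR-239b-5p 0.49 there, so that the former was called and the latter was not. With TMM, DESeq2 and reads on chromosomes, the values were -0.13, -0.0832 and -0.67 for miR-35-3p, -0.21, -0.16 and -0.75 for miR-36-3p, and -0.14, -0.0919 and -0.68 for miR-38-3p. With reads on chromosomes they were -0.22 for miR-37-3p, -0.51 for miR-39-3p and -0.33 for miR-40-3p. In *alg-2(ok304)*, miR-238-3p, at -0.01, reversed to 0.0506 with the added contigs, 0.0513 without replicate 2 and 0.0016 without replicate 5, and ranged from -0.0611 to 0.0513 with 1 replicate left out. These reversals follow from a library size that shifts all miRNAs alike, except those with a replicate left out, whose cause was not tested. Of 260 other fits of named miRNAs in *alg-1(gk214)*, 224 kept direction and side of the threshold, 18 fell short and 3 moved past it. In *alg-2(ok304)*, these numbers were 220 of 233, 12 and 0. With 1 replicate left out, 89 of 95 and 77 of 85 kept both.

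With 1 replicate left out, the place of miR-238-3p in WT ranged from 15 to 19, that of miR-239a-5p from 33 to 37 (33 without replicate 4) and that of miR-239b-5p from 38 to 40. The ratio of miR-238-3p to miR-239b-5p ranged from 7.07 to 8.48. The alternatives set for genes with a seed site (8mer sites, matched 3′ UTR length, fry, the block and each library left out) were not run, as no genome sequence or 3′ UTR annotation was used here. miR-1822-3p had no value in *alg-1(gk214)* with the exact 5′ end. Depth limits the hairpin counts in poly(A) RNA, which cannot show the deletions in mir-239a and mir-239b, and the fold of C34E11.20, which is a lower bound.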

Differences from the paper's values

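For *miR-238(n4112)*, the paper gives 25 genes as higher and 44 as lower, and edgeR's test called 0 and 0, with 1494 genes at an unadjusted p under 0.05. Among the alternatives set before the data were examined, DESeq2's Wald test gave 25 higher and 44 lower, the paper's numbers. None of the other alternatives closed the gap. They gave 0 to 4 higher genes, or 721 with WT replicates 4 to 6 as the control and 300 with the replicate block. For lower genes they gave 0 to 3, or 171 and 485 with those settings. Table 1 genes were nevertheless called under some of them. With all genes of at least 1 count they were ilys-3, irg-4, oac-54, pqn-36, ZC317.7 and ZK380.6, with all 6 WT libraries ilys-3 and ZC317.7, and with all 15 libraries ilys-3, lec-2, oac-54, pqn-36 and ZC317.7. With WT replicates 4 to 6 as the control, 18 of the 25 higher and 9 of the 44 lower genes were called.

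In S2 Table, the paper lists 24 miRNAs as higher in *alg-1(gk214)*, and 61 were called here. The alternatives set before the data were examined gave at least 42 and none closed the gap. Of the settings added after seeing the values, the library sizes from all reads on chromosomes gave 31 and the omission of passenger strands gave 30, both within 1.5 times the paper's number. For *alg-2(ok304)*, the paper lists 2 miRNAs as higher, and 12 were called here. The alternatives set before the data were examined gave 4 to 50 and none closed the gap, while the omission of passenger strands, chosen after seeing the values, gave 2.

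Of the lists in S2 Table, 24 of 24 higher and 21 of 27 lower miRNAs of *alg-1(gk214)* were called here, as were 2 of 2 higher and 15 of 17 lower miRNAs of *alg-2(ok304)*. Not called in *alg-1(gk214)* were miR-1-3p (-0.92), miR-1832a-5p (-0.56), miR-252-5p (-0.94), miR-392-3p (-0.95) and miR-786-3p (-0.97), each under the minimum log2 fold change of 1. Not tested, for their low level, were miR-788-5p in *alg-1(gk214)* and miR-5546-3p and miR-800-3p in *alg-2(ok304)*. These names come from the paper's list and were chosen after the values were seen.

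The paper marks C34E11.20 as changed in *miR-239a(ap439)*. Here its adjusted p in edgeR was 0.0213 (2.9e-13 to 0.202 across the settings) and its mean of 91.1 normalized counts lay under 100, so it was not called. Without the minimum mean count, and with all 15 libraries and the set as a covariate, both set before the data were examined, it was called. It was also called without WT replicate 5. In *miR-239b(ap432)*, the paper marks Y102A5C.5, Y102A5C.36, cls-3 and nspc-18 besides Y102A5C.6, and edgeR's test gave these 4 adjusted p over 0.05. DESeq2's Wald test, set before the data were examined, called Y102A5C.5, cls-3 and nspc-18, and it gave Y102A5C.36 an adjusted p of 2.5e-05 (1.9e-07 to 0.955 across the settings) at a mean of 81.0 counts. Y102A5C.5 was also called with DESeq2's size factors in edgeR, with all genes of at least 1 count, with all 15 libraries, without WT replicate 5 and without the mutant library labelled 2, all set before the data were examined. The DESeq2 fit of the 9 libraries of the set, chosen after seeing the values, called all 4 genes. In Fig. 3A, ZK380.6 is the label of 2 points, and the counts hold 1 gene of this name.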

Other observations

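The tests on yolk, on the level of the Y102A5C genes in the WT sets, on C34E11.20 in the other libraries and on the splits of the WT libraries were chosen only after the result was seen.

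The WT libraries of the 2 sets differed from each other. Of 12663 genes, edgeR's test called 59 between WT replicates 4 to 6 and 1 to 3, 3 higher and 56 lower in replicates 4 to 6, and 2991 had an unadjusted p under 0.05. DESeq2 called 808, among them 15 genes of Table 1. Of the 10 splits of the 6 WT libraries, the real one included, 1 gave as many called genes with edgeR. The sequencing lane and any difference in culture or collection cannot be told apart here, because each set was sequenced in its own lane. The genes of Table 1 were then followed in these WT libraries, a comparison chosen after the values were seen and on a list selected with WT replicates 1 to 3. In WT replicates 4 to 6 against 1 to 3, 15 of the 25 higher genes of Table 1 were lower with 0 called (7 at an unadjusted p under 0.05), and 36 of the 44 lower genes were lower with 4 called. The medians were -0.22 and -0.70, against -0.07 for all genes. In *miR-238(n4112)* against WT replicates 4 to 6, 24 of the 25 higher genes were higher with 18 called, and 33 of the 44 lower genes were lower with 9 called. Their medians were 1.56 and -0.55, against 0.12 for all genes.

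The libraries of 1 strain were spread along the first principal component, which held 46.0% of the variance of the 15 poly(A) RNA-seq libraries. This component also parted the 2 sets, so the 46.0% is not spread within strains alone. The libraries sequenced with *miR-238(n4112)* lay at -16.8 or lower and those with the miR-239 mutants at -9.53 or higher. WT replicate 1 and *miR-238(n4112)* replicates 1 and 2 lay at -79.8, -80.3 and -82.7, and WT replicates 2 and 3 and *miR-238(n4112)* replicate 3 at -34.4, -16.8 and -35.3. A split of the 6 libraries along this line, which follows no label, called 1255 genes with edgeR and 2501 with DESeq2. Lists of genes and 2 library values were correlated with the component within each set, 20 relations in all, and none passed the correction (smallest Benjamini-Hochberg adjusted p = 0.102 from an exact permutation test, two-sided). Within the 9 libraries of the set with the miR-239 mutants, which include differences between strains, the germline list (16 of 16 genes tested) had r of 0.792 (permutation p = 0.0116), rho of 0.883 (permutation p = 0.00308) and r of 0.763 without the 2 most distant libraries. The oocyte and eggshell list (18 of 18 genes) had r of 0.730 (permutation p = 0.0185), rho of 0.617 (permutation p = 0.0857) and r of 0.227 without 2 libraries. In the 6 libraries of the other set, r was 0.934 for the germline (permutation p = 0.0792) and 0.643 for oocytes (permutation p = 0.200). The mean loadings of these lists lay at percentiles 97.6 and 100 of 1000 random lists of like level. Loadings of any list also hold the difference between the sets, so they do not measure the spread within strains alone.

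For the embryo list (11 of 14 genes), r was -0.838 (permutation p = 0.0051), rho -0.783 (permutation p = 0.0172) and r -0.711 without 2 libraries, with a loading at percentile 56.9 and r of -0.324 in the other set (permutation p = 0.660). The muscle list (10 of 10) had r of 0.666 (permutation p = 0.0529), rho of 0.517 (permutation p = 0.162) and r of 0.536 without 2 libraries, at percentile 21.4. The neuron list (12 of 12) had r of -0.696 (permutation p = 0.041), rho of -0.683 (permutation p = 0.0503) and r of -0.1798 without 2 libraries, at percentile 3.5. The larval cuticle list (14 of 16) had r of 0.172 (permutation p = 0.664), rho of 0.333 (permutation p = 0.385) and r of 0.309 without 2 libraries, at percentile 100, and r of -0.300 in the other set (permutation p = 0.528). Yolk (6 of 6) had r of 0.0922 (permutation p = 0.811), rho of -0.133 (permutation p = 0.744) and r of -0.632 without 2 libraries, at percentile 0.5. Sperm (5 of 35) had r of 0.222 (permutation p = 0.580), rho of 0.167 (permutation p = 0.678) and r of -0.0503 without 2 libraries, at percentile 100. Library size had r of -0.331 (permutation p = 0.388), rho of -0.317 (permutation p = 0.410) and r of -0.596 without 2 libraries. The share of the 10 most abundant genes had r of 0.0330 (permutation p = 0.930), and rho was 0 (permutation p = 1), with r of -0.570 without 2 libraries. In the other set, r was 0.357 for muscle (permutation p = 0.496), -0.683 for neurons (permutation p = 0.146), 0.654 for yolk (permutation p = 0.164), 0.0986 for sperm (permutation p = 0.885), -0.421 for library size (permutation p = 0.442) and 0.448 for the share of abundant genes (permutation p = 0.333). The content of RNA from any of these tissues may contribute to the spread, and none of the lists and library values is excluded, as the correlations rest on 6 or 9 libraries. Of the genes of the 8 lists, 0 are in Table 1.

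The low level of Y102A5C.6, Y102A5C.5 and Y102A5C.36 in *miR-239b(ap432)* was also seen in WT replicates 1 to 3. The mean CPM of Y102A5C.6 was 16.3-fold higher in WT replicates 4 to 6 than in WT replicates 1 to 3, which argues against a low level that only the loss of miR-239b gives. Over 56 other genes that separate the WT sets, the *miR-239b(ap432)* libraries lay at 95.5%, 90.1% and 57.9% of the way from WT replicates 1 to 3 to WT replicates 4 to 6, which argues against libraries made with the other set. The 6 other tested genes within 50 kb had a median log2 fold change of 0.0568 with 0 lower at an unadjusted p under 0.05, which argues against a shift of the whole region. A variant between stocks of the strains and an effect of the deletion in this set stay open and were not tested.

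For C34E11.20, the 8 other tested genes within 50 kb had a median log2 fold change of 0.0775 in *miR-239a(ap439)*, and 0 were higher at an unadjusted p under 0.05, which argues against a shift of the whole region. The highest count in a library of another strain was 5, which argues against a difference between the sets. A change of transcription or of polyadenylation at the deleted locus stays open and was not tested.

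In *alg-1(gk214)*, the share of rRNA fragments may account for much of the shift with library sizes from reads on chromosomes. With reads on chromosomes other than rRNA as the library size, a test planned before its result was seen, the median log2 fold change of the tested miRNAs was 0.10, against -0.62 with all chromosome reads. With this library size 83 miRNAs were called, 53 higher and 30 lower. The log2 fold change was -1.69 for miR-238-3p, -0.29 for miR-239a-5p and 1.197 for miR-239b-5p.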
